# Transcriptomic analysis implicates ABA signaling and carbon supply in the differential outgrowth of petunia axillary buds

**DOI:** 10.1186/s12870-023-04505-3

**Published:** 2023-10-10

**Authors:** Zhiwei Luo, Dan Jones, Sarah Philp-Wright, Joanna Putterill, Kimberley Cathryn Snowden

**Keywords:** Axillary buds, Branching, Abscisic acid, Strigolactones, Phosphate, Bud dormancy

## Abstract

**Background:**

Shoot branching of flowering plants exhibits phenotypic plasticity and variability. This plasticity is determined by the activity of axillary meristems, which in turn is influenced by endogenous and exogenous cues such as nutrients and light. In many species, not all buds on the main shoot develop into branches despite favorable growing conditions. In petunia, basal axillary buds (buds 1–3) typically do not grow out to form branches, while more apical axillary buds (buds 6 and 7) are competent to grow.

**Results:**

The genetic regulation of buds was explored using transcriptome analyses of petunia axillary buds at different positions on the main stem. To suppress or promote bud outgrowth, we grew the plants in media with differing phosphate (P) levels. Using RNA-seq, we found many (> 5000) differentially expressed genes between bud 6 or 7, and bud 2. In addition, more genes were differentially expressed when we transferred the plants from low P to high P medium, compared with shifting from high P to low P medium. Buds 6 and 7 had increased transcript abundance of cytokinin and auxin-related genes, whereas the basal non-growing buds (bud 2 and to a lesser extent bud 3) had higher expression of strigolactone, abscisic acid, and dormancy-related genes, suggesting the outgrowth of these basal buds was actively suppressed. Consistent with this, the expression of ABA associated genes decreased significantly in apical buds after stimulating growth by switching the medium from low P to high P. Furthermore, comparisons between our data and transcriptome data from other species suggest that the suppression of outgrowth of bud 2 was correlated with a limited supply of carbon to these axillary buds. Candidate genes that might repress bud outgrowth were identified by co-expression analysis.

**Conclusions:**

Plants need to balance growth of axillary buds into branches to fit with available resources while allowing some buds to remain dormant to grow after the loss of plant parts or in response to a change in environmental conditions. Here we demonstrate that different buds on the same plant with different developmental potentials have quite different transcriptome profiles.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04505-3.

## Background

Shoot branching is a key determinant of the shape of a plant and is a dynamic, plastic and tightly regulated process. Plants modulate this process to achieve optimal growth and sometimes to survive. Although more branches could increase the amount of energy harvested and potentially improve yield, branching is a costly process that must consider nutrient availability, environmental conditions, and information from throughout the plant, such as the presence or absence of other growing shoots [1, 2].

Axillary meristems develop on the adaxial side of the leaf axils, and their initiation involves a complex network that involves hormone signalling, transcriptional regulation, protein movements and interactions, and feedback regulation in multiple pathways [3–5]. Once these axillary meristems develop, they can grow out with little delay or become dormant. Dormant buds can become active at later stages of development or stay dormant depending on environmental cues, such as temperature, day length, and nutrient levels. In many species, the growth of axillary meristems on the main stem is different depending on their position. For instance, in garden petunia (*Petunia hybrida*), the axillary meristems at the axil of the cotyledons and the first two leaves do not usually grow to form branches, while the meristems from the more apical nodes grow soon after the leaf at that node is fully expanded [6, 7]. Thus, the outgrowth of axillary meristems is the consequence of a series of interconnected, and often competing, signals (and the pathways they trigger) from both outside and inside the plant.

Phytohormones, including auxin, abscisic acid (ABA), cytokinin (CK), strigolactones (SLs), as well as sugars play a role in regulating axillary meristem outgrowth [4, 5, 8–13]. SLs are a group of branching inhibitory hormones that serve as a core component of signalling and regulatory networks of branching. For example, SL biosynthetic mutants with lower SL levels display increased branching in several species [7, 14–16]. The core SL biosynthesis and signalling pathways are conserved in many species including model systems and woody perennial plants [2, 5]. The inhibitory effect of SL on branching is mediated through direct binding of the hormone to the receptor DECREASED APICAL DOMINANCE2 (DAD2)/DWARF14 (D14)/RAMOSU3 (RMS3), and its F-box interaction partner, MORE AXILLARY GROWTH2 (MAX2)/RMS4/D3. This results in the degradation of transcriptional repressor D53/ SUPPRESSOR OF MORE AXILLARY GROWTH1-LIKEs (SMXL6,7,8), which in turn increases the transcription of genes encoding transcription factors (TFs), such as BRANCHED1 (BRC1) and IDEAL PLANT ARCHITECTURE1 (IPA1) [17–20]. Recent studies suggested that SMXLs also function as TFs that suppress their own transcription [21, 22].

*BRC1* in Arabidopsis and its homologs from other species are expressed in axillary buds and encode branching repressors. Their expression is regulated by multiple mechanisms, including SL and CK signalling, decapitation, sucrose treatment, nutrient availability, and light quality. Thus, *BRC1* is thought to be an integrator for various branching signals [4, 5, 23]. However, there is also evidence for *BRC1* and/or SL independent regulation of branching. For instance, the Arabidopsis *brc1brc2* double mutant grown in low nitrogen (N) media or in media containing 5 µM GR24, a synthetic SL analogue, had fewer total branches compared with those grown in high N media or in media without GR24 [24]. Similarly, the SL biosynthesis mutant *carotenoid cleavage dioxygenase8* (*ccd8*) and the *dad2* mutant in petunia also had fewer branches in low P than high P conditions [25]. The BRC1/SL independent pathway(s) are yet to be fully identified and characterised; however, they likely involve other hormones. Auxin and CK have long been suggested as important players in shoot branching regulation [4, 8]. In recent years, multiple studies have suggested ABA also regulates shoot branching, especially under a low red:far red (R:FR) light ratio [10, 26, 27].

The growth of axillary buds is very dynamic in response to environmental signals. Previous studies from our lab have shown that modulating nutrient levels and the R:FR ratios of light lead to a range of shoot branching outcomes in petunia, from a high degree of axillary meristem activity to strong suppression of branching [25]. Nutrient and light quality regulation of branching have been studied by many researchers [5, 28–30]. Low P increased SL levels and reduced branching [12, 25, 31].

Here, we used *Petunia hybrida*, a perennial species from the Solanaceae family to study the transcriptome differences between the axillary buds that typically have different growth outcomes on the main stem. In petunia, the basal axillary buds (buds 1 and 2, and to a lesser extent bud 3) on the main stem rarely produce branches, while the more apical axillary buds (e.g., buds 6 and 7) almost certainly will grow out in growth-promoting conditions. One interesting aspect about these basal axillary buds is that they tend to grow out and form a branch in SL mutants or after decapitation ([7] and Figure S1A). We hypothesized that the regulation of outgrowth between axillary buds at different positions differs and there are additional mechanisms that regulate branching under different nutrient conditions. We have identified many differentially expressed genes (DEGs) between bud 2 and bud 6, which coincided with our phenotypic observations of bud outgrowth, and found the transcript levels of ABA associated genes were affected by P level within 24 h of switching from low P to high P conditions, implying ABA might contribute to branching suppression in a low P environment. In addition, comparison between this transcriptome data and data from other species suggested that growth suppression of basal axillary buds was correlated with the limited supply of carbon to these axillary buds.

## Results

### The outgrowth of axillary buds differs depending on their position, and phosphate supply alters the outgrowth of the apical, but not basal axillary buds in petunia

Our previous work showed that the growth of petunia axillary buds can be altered by different combinations of light quality (R:FR) and phosphate (P) levels [25] (summarized in Fig. 1A). To examine the transcriptional differences between buds along the main shoot, experiments were designed that considered bud position and therefore developmental potential, and the presence of a stimulus either to grow or to suppress growth. We compared buds that are responsive to environmental changes affecting growth (buds 6 and 7, referred to here as apical axillary buds), with buds that do not respond to environmental conditions (buds 2 and 3, referred to here as basal axillary buds). We decided to use changes in P levels in the growing medium to stimulate or suppress growth of the axillary buds (Figs. 1A and B). Interestingly, buds 2 and 3 can grow out and produce a branch after decapitation (Figure S1A), suggesting environmental conditions may not be the dominant factor for control of branching from basal axillary buds.

**Fig. 1:**
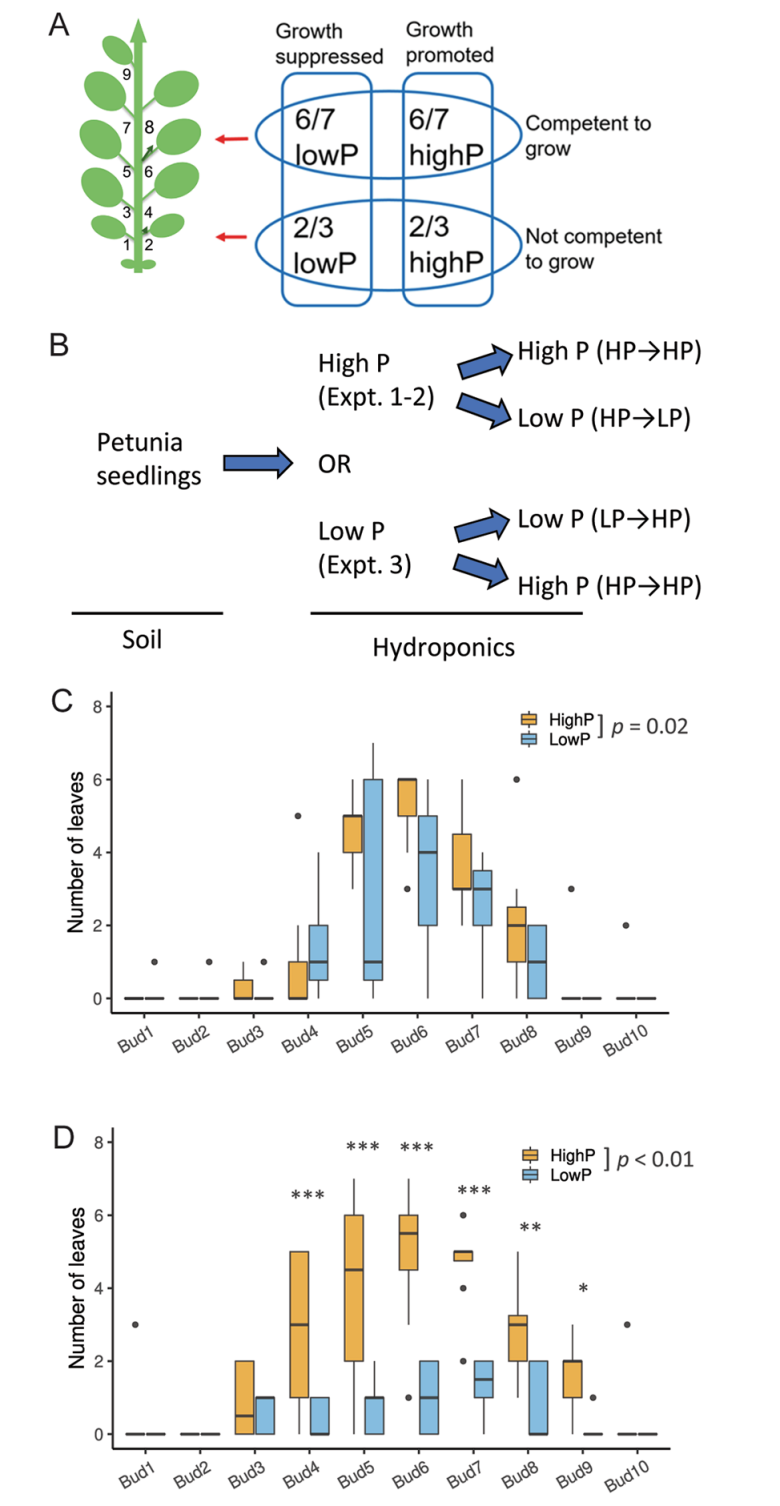
Growth of axillary buds is dependent on their position and nutrient level. **A**, experimental system to compare basal (e.g., buds 2–3) and apical axillary buds (e.g., buds 6–7) under growth promoting (high phosphate, high P) or growth suppressing (low P) conditions based on our previous findings [25]; **B**, experimental design for the three experiments that were carried out for axillary bud sample collection; **C** and **D**, apical axillary buds had more growth compared with basal axillary buds. C, branch growth in experiment two; D, branch growth in experiment three. Low P conditions suppress (C) while high P conditions promote (D) the growth of apical axillary buds. The numbers of leaves at each bud were counted 7 days after medium changes. The bottom and top sides of the box represent the first and third quantiles and the line inside the box represents the median of the data, and the outliners are the dots above the whiskers (n = 7–8). A generalized linear model was fitted with the data and the statistical significance of the overall P treatment and P effect on each bud was calculated using Analysis of Variance (ANOVA) and Turkey’s honestly significant difference (HSD), and the level of significance is indicated as follows: *, *p* < 0.05; **, *p* < 0.01; and ***, *p* < 0.001

In the first two independent experiments, soil germinated and grown petunia seedlings were placed in a complete hydroponic solution including 250μM P (referred to as high P or HP hereafter), mimicking standard growing conditions, before being split into two groups. One group of plants was transferred into fresh high P medium, whilst the other group was put into a hydroponic solution with reduced levels of P (5 µM P, referred to as low P or LP) (Fig. 1B). The branch growth at each node was measured 7 days after transferring into new conditions. The branching phenotypes resulting from these two experiments were very similar (Figure S1B, Fig. 1C, and Figure S1C). As expected, the apical axillary buds (e.g., buds 6 and 7) had more branch growth when compared with the basal axillary buds (e.g., bud 2 and bud 3) (Fig. 1C and Figure S1B). Plants that were transferred to a low P condition had reduced branch growth overall, mainly on the apical axillary buds, compared with plants that remained in high P medium (Fig. 1C). Although the differences in branch growth from each bud between the two treatments were not statistically significant, the P effect on overall branch growth was significant (*p* = 0.02) (Fig. 1C).

In the third experiment, soil germinated seedlings were placed in low P medium before being divided into two groups. One group went into fresh low P medium whilst the other group was transferred into high P medium (Fig. 1B). Under low P conditions, buds 6 and 7 had more growth than bud 2 and bud 3 (Fig. 1D). However, the difference was smaller than the growth difference between buds 6 and 7 and buds 2 and 3 in the first and second experiments where plants started with high P conditions (Fig. 1C and Figure S1B). We found a more profound effect of shifting to higher P on the growth of axillary buds compared with the low P effect on suppressing bud growth in the first and second experiments, and again the effect was mainly observed at the apical axillary buds (Fig. 1D). In addition to the significant (*p* < 0.01) effect of high P on overall branch growth compared with low P conditions, the disparity in branch growth between treatments was also significant for several bud positions (from bud 4 to bud 9) (Fig. 1D and Figure S1C). Interestingly, in the third experiment bud 3 had some growth (Fig. 1D), which was not observed in the first and second experiments (Fig. 1C and Figure S1B).

### Apical and basal axillary buds have distinct transcriptome profiles

The different growth outcomes for axillary buds along the main stem suggest the branching regulation for an individual bud may be different. To examine the differences between these apical and basal axillary buds at the transcriptome level, we conducted RNA-seq experiments using axillary bud samples. As our focus was primarily on bud position and developmental difference, and not P responses, early time points (3 and 24 h) were chosen before large changes in P status could occur in the plants.

The petunia axillary buds from nodes 2, 3, 6 and 7 were collected at 3 and 24 h after changing the medium in all three hydroponic experiments. A portion of the cDNA from bud 3 and bud 6 samples at the 24 h time-point were analyzed by digital droplet PCR to determine whether the positional difference (bud 3 vs. bud 6) and the effect of switching P medium (high P to low P in the first experiment, and low P to high P in the third experiment) could be detected. The transcript levels of petunia *TCP3* (*Teosinte branched1 [TB1], CYCLOIDEA, and PROLIFERATING CELL FACTOR3*), *DAD2*, *PhPT1* (*PHOSPHATE TRANSPORTER1*), and *CDKB1* (*CYCLIN DEPENDENT KINASE B1*) were measured. *DAD2* encodes the SL receptor [19] and *PhTCP3* is likely a homolog of Arabidopsis *BRC1* [25]. These genes are key regulators in SL signaling and inhibition of shoot branching. *PhPT1* is a P transporter originally found to be expressed in above-ground tissues and is upregulated when P content decreases in petunia petals [32]. *CDKB1* is a cell cycle progression marker and is highly expressed in growing tissues [33]. We found that there were clear differences in the transcript levels of these genes between bud 3 and bud 6, especially in the first experiment (Figure S2). The transcription of *DAD2*, *TCP3* and *CDKB1* (Figure S2A) were consistent with our previous report, where the transcript abundances of *DAD2* and *TCP3* were increased in bud 2 relative to bud 7, while the transcripts of *CDKB1* were more abundant in bud 7 [25].

Twenty-four hours of low P treatment had a minimal effect on expression of the genes mentioned above compared with the plants that stayed in the high P condition in the first experiment (Figure S2A). However, a high P effect was seen in the third experiment, where the plants were placed initially in the low P medium and then shifted to high P (Figure S2B). The transcript levels of two P starvation-responsive genes, *SPX DOMAIN GENE2* (*SPX2*) and *SPX3*, were also quantified: the expression of these genes was 4- to 34-fold higher in the low P condition compared with 24 h of high P (Figure S2C).

RNA-seq was carried out on samples from the first (Figure S1B) and the third experiment (Fig. 1D). 

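Experiment 1 compared buds 2, 3, 6 and 7 of plants grown in high phosphate and sampled 24 h after transfer to fresh high P (250 µM) or to low P (5 µM) medium. Each of the 8 groups holds 3 replicates, and each replicate is a separate pool of buds from several plants. Bud 2 is the basal bud that stays small, and buds 6 and 7 are the apical buds that grow. The authors sequenced the libraries on a NovaSeq instrument, quantified reads against the *P. axillaris* genome with Salmon, and normalized them with DESeq2. Their normalized counts sum to between 39.7 M and 46.4 M per library, with a median of 42.2 M. By group the medians run from 40.9 M in bud 7 to 43.7 M in low P bud 2, and high P buds 2, 3 and 6 have 43.4 M, 42.3 M and 43.4 M. The deposited values are not whole numbers and whole reads could not be recovered from them, so tools for read counts were not used. Of 34301 genes in the table, 22363 had a mean of at least 10 and were tested here on a log2 scale with limma. A gene rose or fell when it differed by more than 2-fold with an adjusted p below 0.05. The authors set the same values on fold changes shrunken with ashr, and those tested here are not shrunken. Replicates correlate with a median r of 0.981 within groups and a lowest r of 0.963. Replicate 1 of this experiment stands apart from replicates 2 and 3, at 570 genes among the 4 high P libraries and 485 among the 4 low P libraries. Of these, 247 and 25 differ more than 2-fold, and 239 of the 247 are higher in high P replicate 1. The jasmonate repressor gene JAZ1 is one of the 239, higher by a log2 difference of 3.78.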

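Experiment 3 took the same bud positions from plants that began in low P and either stayed in low P or spent 24 h in high P. It again has 8 groups of 3 pools, so the response of every bud to phosphate resupply can be compared with its position. Sequencing was deeper, and the authors' normalized counts total 83.0 M to 95.6 M per library with a median of 88.1 M. High P bud 2 had a group median of 84.8 M against 92.0 M in high P bud 6, and the low P groups ran from 84.2 M in bud 3 to 87.6 M in bud 6. The table was normalized apart from that of the first experiment, so values are compared only within an experiment here and the experiments meet only as lists of genes. After the same filter 22584 of 32830 genes were tested. Pools of one group correlate with a median r of 0.984. The lowest r, 0.913, joins replicates 1 and 3 of low P bud 3. Over all genes that separate bud 3 from bud 2, replicate 3 lies at 0.104 on a scale that runs from low P bud 2 at 0 to the mean of the other low P bud 3 pools at 1. Its low value moves many counts that use low P bud 3, and the main ones are also given without it. The choice of test matters for these counts too, because a fit to only the 6 libraries compared calls 0 genes between low P buds 3 and 2, against 3784 when all 24 libraries set the error.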

When analyzing the 24 h time-point samples, principal component analysis (PCA) of all the transcripts showed that buds 6 and 7 were clustered together closely whilst bud 2 was different from other buds (Fig. 2A and B). 

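Growing buds 6 and 7 had similar transcriptomes, and bud 2 lay far from them whatever the phosphate supply. In the first experiment, component 1 put high P bud 2 at −130 ± 10.1 (mean ± SD, n = 3), bud 6 at 132 ± 15.9 and bud 7 at 110 ± 16.0. At low P the same buds stood at −139 ± 1.20, 113 ± 3.92 and 109 ± 8.00. This component carried 81.2% of the variance, and the next carried 3.27%. In the third experiment component 1 carried 65.4% and component 2 carried 9.62%. Bud 2 was again at the far end, at −131 ± 3.37 in high P and −159 ± 8.15 in low P. Bud 6 reached 90.3 ± 9.26 in high P but 28.1 ± 14.8 in low P, and low P bud 7 lay at 50.9 ± 13.8. The low P apical buds of experiment 3 therefore sat closer to bud 2 than the resupplied ones did. The components were computed from log2 values of all tested genes, centred and not scaled.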

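Bud 3 resembled the small bud 2 in the first experiment and the growing buds 6 and 7 in the third. With the bud 2 mean of each treatment set to 0 and the mean of buds 6 and 7 set to 1 on component 1, bud 3 of experiment 1 lay at 0.127 ± 0.0579 in high P and 0.174 ± 0.0578 in low P (mean ± SD, n = 3). In experiment 3 it lay at 0.787 ± 0.0853 in high P. Low P bud 3 of that experiment averaged 0.652 ± 0.407, because its pools lay at 0.953, 0.815 and 0.189. The pool at 0.189, replicate 3, also kept bud 2 levels of growth genes. Its histone genes had a median log2 difference of −0.25 from low P bud 2, while the other low P bud 3 pools had 2.81, and its cell cycle genes stood at −0.15 against 1.63. *CDKB1*, a mitotic kinase gene, shows the same contrast between experiments. High P bud 3 had 682 ± 70.8 normalized counts of it in experiment 1, no more than bud 2, but 7023 ± 1675 in experiment 3, between bud 2 and bud 6.

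**Figure D1:**
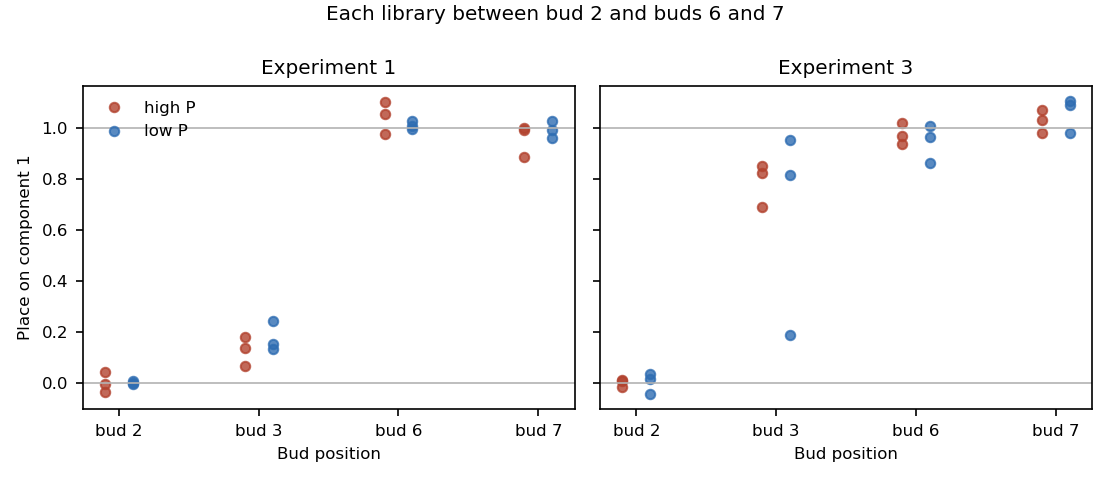
Place of every library on principal component 1, for each bud position and phosphate treatment. The vertical axis has no unit and is 0 at the bud 2 mean and 1 at the mean of buds 6 and 7 of the same treatment, and each point is 1 library.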

The PCA plots also implied bud 3 was intermediate between bud 2 and buds 6 and 7, clustering closer to bud 2 in the first experiment (high P shifted to low P) (Fig. 2A) but closer to buds 6 and 7 in the third experiment (low P shifted to high P) (Fig. 2B). This was consistent with the phenotypic data where there was a small amount of growth from bud 3 in the third experiment (Fig. 1D) compared with bud 3 in the first and second experiments (Figure S1B and Fig. 1C). In terms of a P effect, the PCA analysis could not distinguish the low P treatment effect 24 h after the medium was switched in the first experiment (Fig. 2A), whereas the high P effect in the third experiment was distinct (Fig. 2B).

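Resupply of P shifted every bud on component 2 of the third experiment, while in the first the treatments did not pass on components 1 and 2 with all libraries. On component 2 of experiment 3, high P libraries lay above low P libraries by 65.8 in bud 2, 57.8 in bud 3, 78.2 in bud 6 and 67.0 in bud 7, without any overlap between the 3 pools of each treatment. The treatments also separated on component 1, by 54.7. An exact permutation test that exchanges treatments within each bud gave p = 2.5e-05 for component 1 and p = 1.25e-05 for component 2, and the latter is the smallest p this test can return. In experiment 1 the same exact test gave p = 0.192 and p = 0.0900, or p = 0.0170 for component 1 without replicate 1 and p = 0.0139 for component 2 without replicate 3, and the treatments overlapped on component 2 in buds 2, 3 and 7 but not in bud 6. The phosphate-starvation gene *SPX3* follows the same course. In bud 6 of experiment 3 it had 15330 ± 3037 normalized counts in low P and 791 ± 353 in high P (n = 3). In bud 6 of experiment 1 it had 78.2 ± 9.85 in low P and 52.0 ± 18.8 in high P, which did not pass the test.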

**Fig. 2:**
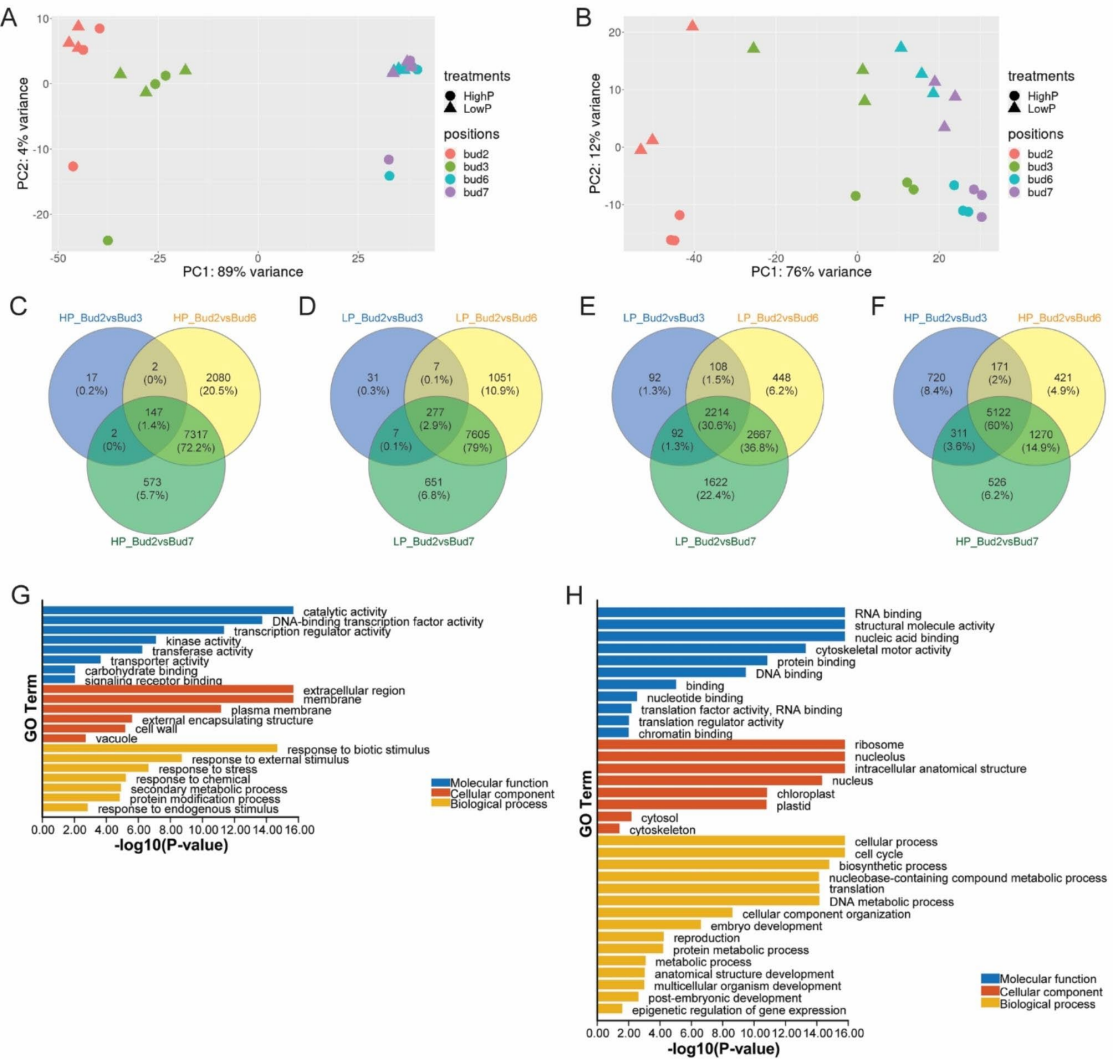
RNA-seq analysis of axillary buds at different positions support their phenotypic differences. **A** and **B**, Principal component analysis (PCA) plots from the 24 h time point of the first experiment (A, plants were started in high phosphate (High P)), and the third experiment (B, plants were started in low phosphate (Low P)). **C-F**, Venn diagrams showing the overlap of significant differentially expressed genes (DEGs) between bud 2 and other buds 24 h after medium changes. In the first experiment, plants were initially grown in high P then either transferred to fresh high P (HP) medium (C) or into fresh low P (LP) medium (D). In the third experiment, plants were initially grown in low P then either kept in LP (E) or transferred into HP medium (F). **G-H**, Gene ontology (GO) enrichment analysis from the DEGs between bud 2 and bud 6 under high P in the first experiment. Significant GO terms for the genes whose transcripts were more abundant in bud 2 compared with bud 6 (G) and more abundant in bud 6 compared with bud 2 (H)

The DEGs (fold changes > |2| with padj < 0.05) analysis also indicated a substantial difference between bud 2 and other buds, especially buds 6 and 7 (Fig. 2C-F and Table S1). 

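The largest single differences between bud 2 and bud 6 far exceed the 2-fold threshold. In high P of experiment 1, ectonucleoside triphosphate diphosphohydrolase 5 (Scf00378g00010.1) had 25651 ± 1881 normalized counts in bud 2 and 1.76 ± 3.06 in bud 6 (mean ± SD, n = 3). A HAD-type acid phosphatase (Scf00207g01227.1) had a log2 fold change of −12.59 ± 0.47 (± SE) and chalcone synthase B, which begins flavonoid synthesis, one of −11.53 ± 0.42. In the other direction an ABC-2 transporter (Scf00263g00086.1) rose by 6.31 ± 0.48 and a malate transporter (Scf00624g00918.1) by 4.82 ± 0.46. Among genes with at least 100 counts in the higher bud, only those described in the parts of the study's tables used here are named. For bud 2 against bud 6 in high P of experiment 1 these parts hold 972 of 9545 rows, so larger changes may lie among the other genes. The position effect was largely the same in both experiments. Of 21786 genes tested in both, 2480 rose and 3649 fell in bud 6 against bud 2 at high P each time, 9 moved in opposite directions, and independent lists would share 483 and 916. Between buds 7 and 2 at high P, 2172 rose and 3460 fell in both experiments.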

In the first experiment, there were more than 8000 significant DEGs between bud 2 and bud 6 or 7 from plants that either remained in high P or were transferred to low P medium for 24 h (Fig. 2C and D, Table S1). 

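Bud 6 of plants kept in high P had 3735 genes that rose and 5248 that fell against bud 2, together 8983 of the 22363 tested. Bud 7 had 3111 and 4595, together 7706. After 24 h of low P the counts were 3555 and 4872 for bud 6 and 3393 and 4611 for bud 7. Under quantile normalization more of the called genes rise than fall in buds 6 and 7 at both P levels. Bud 3 differed from bud 2 far less, with 50 genes rising and 194 falling in high P and 209 and 347 in low P. A histone gene (Scf00015g00163.1), needed to package new DNA, went from 529 ± 142 to 16432 ± 2280 normalized counts between buds 2 and 6, and a peroxidase gene (Scf00418g01014.1) went from 13585 ± 2008 to 8.56 ± 5.49 (n = 3). Buds 6 and 7 shared 7235 genes in the same direction in high P and 7552 in low P, and 7855 genes separated bud 6 from bud 2 at both P levels. Independent lists of these sizes would share 1598, 1544 and 1737. Because both comparisons use the same bud 2 libraries, unchanged groups with shared bud 2 libraries were simulated 20 times and their strongest genes taken in lists of the real sizes. Buds 6 and 7 then shared a mean of 3597 genes in high P and 3517 in low P. At the thresholds used here such groups called a mean of 0.0167 genes per comparison. The lists forced to the real sizes therefore hold noise. Their overlap does not measure what the common control adds to real changes. The 3 bud 2 pools cannot be split between the comparisons, so part of the excess may come from the shared controls. Leaving out the high P replicate 1 libraries, which stand apart, raised the bud 3 count in high P from 244 to 587. Leaving out 1 library at a time gives 86 to 559 for bud 3 in high P and 285 to 742 in low P. A fit to only the 6 libraries compared calls 11 and 332.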

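After 24 h of low P very few genes passed the test in any bud. Genes that separate the positions include replication and growth genes. Replication protein A 70 kDa subunit B, which binds single-stranded DNA at replication forks, rose from 1220 ± 146 to 13133 ± 1766 normalized counts between high P buds 2 and 6 (n = 3). The replication gene *CDC45* rose by a log2 fold change of 3.25 ± 0.34 and condensin subunit 1 by 3.16 ± 0.21 (± SE). All 3 listed *GROWTH-REGULATING FACTOR* genes rose, with *GRF5* at 3.43 ± 0.24, *GRF1* at 2.34 ± 0.18 and *GRF3* at 2.29 ± 0.17. They were picked by description from tables the study built on these samples, which favours genes that differ, so their rise is not independent evidence. Between low and high P, limma called 3 genes in bud 2, 1 in bud 3, 1 in bud 6 and 0 in bud 7, while 1335, 1187, 1375 and 299 had an unadjusted p below 0.05. With precision weights on each value the counts were 2, 1, 0 and 0. *SPX1a*, a sensor of phosphate starvation, had 1452 ± 422 counts in low P bud 2 and 796 ± 201 in high P bud 2, and its log2 difference of 0.86 ± 0.37 did not pass the test. None of 24 phosphate-starvation genes was called in any bud. Without the high P replicate 1 libraries, 47 genes were called in bud 6. No gene changed its response to low P between bud 6 and bud 2, bud 7 and bud 2, or bud 3 and bud 2 in limma, where 742, 377 and 427 had an unadjusted p below 0.05, and precision weights also gave 0 for each.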

We did not see much difference in the number of DEGs between the two P conditions in buds 2, 3, 6 and 7, which may indicate that plants retain P reserves after 24 h of low P. Transcripts that were upregulated in bud 6 or 7 relative to bud 2 included many growth- and cell cycle-related genes; whereas the genes that had increased transcripts in bud 2 compared with bud 6 or 7 included a large number of stress, defense, and hormone related genes and gene families. For example, genes from the *LATE EMBRYOGENESIS ABUNDANT* (*LEA*) family, *NAM*, *ATAF1/2*, *CUC2* (*NAC*) family, *WRKY* family genes, ABA and ethylene associated genes were upregulated in bud 2 (Table S1). 

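*NAC*, *WRKY*, LEA and ethylene genes were almost all lower in bud 6 than in bud 2. *NAC1* fell from 892 ± 205 to 3.16 ± 3.17 normalized counts in high P of experiment 1 (n = 3), and *NAC3* had a log2 fold change of −7.35 ± 0.56 (± SE). Among *WRKY* genes, *WRKY69* and *WRKY28* had 109 ± 20.7 and 93.9 ± 45.5 counts in bud 2 and none in bud 6. The desiccation-protein gene LEA Scf00500g00067.1 stood at −6.98 ± 0.60. Ethylene synthesis genes dropped as a whole, led by ACC oxidase 1 at −5.47 ± 0.37 and ACC synthase 9 at −4.94 ± 0.79. By family, 6 of 7 *NAC* genes fell and none rose, 11 of 13 *WRKY* genes fell and 1 rose, 4 of 5 LEA genes fell, all 13 ethylene synthesis genes fell and all 9 ethylene response factors fell. Of 12 ABA genes drawn by the study, 10 fell and 2 did not pass the test. Adjusting over each list alone gave the same counts. The study named these families from the same samples, so the counts are not independent evidence for its choice. In low P of that experiment 3 LEA, 6 *NAC*, 11 *WRKY*, 12 ethylene synthesis and 7 ethylene response genes fell, the last being 8 when adjusted over the list and as few as 4 with 1 library left out. ABA 8'-hydroxylases, which break ABA down, went both ways, since gene 1 (Scf00053g00315.1) was at −5.90 ± 0.63 and gene 4 (Scf00016g01819.1) at 3.07 ± 0.37.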

Focusing on the genes common to all three sets of DEGs (bud 2 vs. buds 3,6,7) from the first experiment (Fig. 2C and D), there were several genes associated with auxin, ABA, and CK response and catabolism (Table S2). For example, *PIN-FORMED6* (*PIN6*) was upregulated in buds 3, 6, 7 relative to bud 2, while the transcript abundances of *CYTOKININ DEHYDROGENASE3/5* (*CKX3* and *CKX5*) were elevated in bud 2 compared with other buds. Some of these genes such as *CKX3/CKX5*, *PROTODERMAL FACTOR1* (*PDF1*), and *TORNADO2* (*TRN2*) have been suggested to be involved in shoot meristem development in other studies [34–36].

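*PIN6*, an auxin carrier, was higher in buds 6 and 7 than in bud 2, and the cytokinin-degrading *CKX3* was lower in buds 3, 6 and 7. *PIN6* had 11.6 ± 5.29 normalized counts in high P bud 2, 29.6 ± 14.1 in bud 3, 197 ± 41.5 in bud 6 and 185 ± 36.7 in bud 7 (mean ± SD, n = 3). Its rise in bud 3 passed the test in low P, with a log2 fold change of 2.32 ± 0.48 (± SE), and not in high P, at 1.27 ± 0.48 with adjusted p = 0.153 by limma. *CKX3* fell from 699 ± 35.2 in bud 2 to 178 ± 74.9 in bud 3 of high P, a log2 fold change of −2.05 ± 0.50, and by 1.89 ± 0.50 in low P. *CKX5* was lower in low P bud 3 at −4.02 ± 0.71, but in high P its bud 2 pools were uneven, 1040 ± 1300, and the log2 difference of −1.63 ± 0.71 did not pass. Counted over all 3 comparisons with bud 2, 41 genes rose and 162 fell in high P, and 172 rose and 291 fell in low P. Lists drawn independently would share 10.5 and 20.6 genes, and the strongest genes of simulated unchanged groups with the same bud 2 libraries, in lists of these sizes, shared a mean of 147 and 291. Bud 2 cannot be split between comparisons, so part of this excess may also come from the common control. The high P total of 203 became 423 without the replicate 1 libraries of high P. With 1 library left out it runs from 77 to 434, and the low P total of 463 from 241 to 614.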

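In plants kept in low P throughout the third experiment, bud 6 had 2841 genes above and 3022 below bud 2, and bud 7 had 3046 above and 3727 below. The totals of 5863 and 6773 are smaller than those of the first experiment, where bud 6 reached 8427 in low P. Auxin synthesis gene *TAR2* went from 7.18 ± 8.96 normalized counts in bud 2 to 464 ± 45.2 in bud 6 (n = 3), and the auxin response factor gene *ARF19* from 1374 ± 212 to 7212 ± 267. *ARF11* ran the other way, from 810 ± 308 to 70.6 ± 9.26. Most genes called in both experiments kept their direction. In low P bud 6 against bud 2, 2053 rose and 2477 fell each time and 32 were opposite. Bud 3 had 1758 genes above and 2026 below bud 2 in low P. That count of 3784 depends on replicate 3 of low P bud 3, which lies near bud 2, and without it 6908 genes pass. Without replicate 1 of low P bud 3 the count is 1208. Buds 3, 6 and 7 shared 1607 rising and 1740 falling genes against bud 2, where independent lists would share 74.6 in all and lists of these sizes from simulated unchanged groups a mean of 974. Without replicate 3 of low P bud 3 they shared 4945 in all, and without replicate 1 of that group 1098.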

In the third experiment (low P to high P), the number of significant DEGs between bud 2 and bud 6 or 7 when the plants were started in low P and stayed in low P was large (~ 5000, Fig. 2E), but lower in number than in the first experiment (Fig. 2C, > 8000 DEGs). However, the number of DEGs between bud 2 and bud 6 or 7 increased to around 7000 for the plants that were transferred from low P to high P medium for 24 h (Fig. 2F). 

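After a day of high P more genes separated bud 2 from the apical buds than in low P. Bud 6 then had 2954 genes above and 4256 below bud 2, and bud 7 had 3034 above and 4349 below. Under quantile normalization more of these called genes lie above bud 2 than below it. Asparagine synthetase gene *ASN1*, induced when carbon runs short, did not differ between buds 6 and 2 in low P, at 5153 ± 3491 against 6874 ± 3142 normalized counts. In high P it was 46.4 ± 9.02 against 1011 ± 212 (n = 3). The ABA signalling genes *ABI5* and *AFP3* passed in high P and not in low P, with log2 fold changes of −1.88 ± 0.42 and −4.11 ± 0.87 (± SE) there and −0.37 ± 0.42 and −1.44 ± 0.87 in low P. Tested directly, the difference between P levels did not pass in limma, with adjusted p = 0.367 for *ASN1*, adjusted p = 0.505 for *ABI5* and adjusted p = 0.561 for *AFP3*. Of the position genes, 5020 separated bud 6 from bud 2 at both P levels in the same direction and 1 in opposite directions. Bud 3 differed from bud 2 at 2767 rising and 3946 falling genes in high P. The genes shared by buds 3, 6 and 7 numbered 5677 in high P, where independent lists would share 192 and lists of these sizes from simulated unchanged groups with common bud 2 pools a mean of 1575.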

Although many of the growth- and cell cycle-related transcripts were still more abundant in buds 6 and 7 in low P, the magnitude of the difference was reduced compared with the same set of genes under high P conditions in the first experiment. For example, the transcripts of *CDKB1* in buds 6 and 7 were approximately 4-fold more abundant than in bud 2 exposed to high P conditions in the first experiment; but were only about 2-fold more abundant under low P conditions in the third experiment compared with the levels in bud 2 (Figure S2D). These results suggested that low P conditions might suppress the expression of many genes that would otherwise be differentially expressed between bud 2 and bud 6 or 7, and it appeared the plants were more responsive to high P after a prolonged period of low P conditions. These results could explain the growth difference observed between apical axillary buds in the high to low P (first and second) and low to high P (third) experiments. 

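*CDKB1*, which drives cells into mitosis, had a larger bud 6 to bud 2 ratio in the first experiment than in the third. High P bud 2 held 1020 ± 329 normalized counts in experiment 1 and bud 6 held 4571 ± 517 (mean ± SD, n = 3), a ratio of 4.63 on the log2 means. The ratio for bud 7 was 3.96, and in low P of that experiment buds 6 and 7 had 4.22 and 3.73. In low P of experiment 3 bud 2 held 2361 ± 172, bud 6 4640 ± 1140 and bud 7 5537 ± 1399, ratios of 1.93 and 2.30. In high P of that experiment buds 6 and 7 were 2.15 and 2.17 times bud 2. *CDKB1* itself was higher in high P than in low P of bud 6, by a log2 fold change of 1.02 ± 0.29 (± SE, adjusted p = 0.0147 by limma). Histone genes had a median log2 fold change of 4.06 between buds 6 and 2 in high P of experiment 1, 2.53 in low P of experiment 3 and 2.46 in high P of experiment 3. Cell cycle genes had 2.42, 1.21 and 1.27.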

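Only 3 genes passed a test for a different answer to high P in bud 6 than in bud 2. The paper reasons from the counts of genes between bud 2 and bud 6 or 7, which it puts above 8000 in the first experiment, near 5000 in low P of the third and near 7000 after resupply. It also points to a *CDKB1* ratio smaller in low P of the third experiment than in high P of the first. From these it proposes that low P might hold back expression differences between buds and that plants respond more to high P after long starvation. The counts tested here keep that order, with 8983 and 8427 for bud 6 in experiment 1, and 5863 in low P and 7210 in high P of experiment 3. The *CDKB1* ratios given above differ more between the experiments than between P levels within either, and were not tested between experiments. A difference of counts is not a test of a gene, so the response to high P was also compared directly between bud 6 and bud 2 for each gene. In limma 3 genes passed in bud 6, 1 in bud 7 and 0 in bud 3, of 22584, while 1940, 1284 and 1538 had an unadjusted p below 0.05 and precision weights gave 0 in each. A UDP-glycosyltransferase gene (Scf33325g00001.1) had 178 ± 45.2 normalized counts in high P bud 2 and 0 in low P bud 2, against 47.3 ± 10.5 and 93.9 ± 27.1 in bud 6. Its response differed by a log2 of −8.41 ± 1.27 (± SE) with adjusted p = 0.0284. An unnamed gene (Scf00418g00810.1) fell from 4544 ± 3283 to 4.78 ± 1.03 in bud 6 upon high P and from 18457 ± 5647 to 5616 ± 993 in bud 2, a difference of −7.56 ± 1.21. The third (Scf00002g01917.1) had 98.0 ± 2.86 in low P bud 2 and 0 in high P bud 2 and in bud 6 at both P levels. Without replicate 3 of low P bud 3, whose spread feeds the error of every test in this table, 42 genes pass in bud 6.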

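Resupply of phosphate lowered more genes by over 2-fold than it raised in every bud of the third experiment, and a phosphatase gene and a phosphate transporter gene were among the largest falls. A pyridoxal phosphate phosphatase gene (Scf00207g01041.1) went from 26796 ± 3653 normalized counts in low P bud 6 to 122 ± 82.4 in high P (n = 3), with log2 fold changes of −6.30 ± 0.83 (± SE) in bud 2 and −7.38 ± 0.83 in bud 3. A phosphate transporter 1 gene (Scf00829g00053.1) fell by 5.72 ± 0.48 in bud 2. Bud 2 had 275 genes higher and 352 lower in high P, bud 6 had 414 and 1301, and bud 7 had 295 and 687. With 1 library left out the totals of buds 2, 6 and 7 run from 229 to 546, 1139 to 1813 and 518 to 933. Bud 3 had 646 and 1119, but that total of 1765 becomes 367 without replicate 3 of low P bud 3, the pool near bud 2. It becomes 4387 without replicate 1 of low P bud 3. Non-symbiotic hemoglobin 1, often raised when oxygen is short, rose by 3.06 ± 0.64 in bud 6 and 2.12 ± 0.64 in bud 2. A heat shock protein 70 gene (Scf01013g00226.1) was among the largest falls in bud 6, at −6.95 ± 1.80, and its low P pools were uneven.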

The significant DEGs observed in buds 2, 3, 6, and 7 from plants in low P compared with high P in the third experiment indicated that switching to high P had a large effect on axillary buds, especially buds 3, 6 and7, whereas bud 2 was less responsive to high P after 24 h (Figure S3A, Table S3). 

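*SPX* genes, which report phosphate status, fell in all buds after a day of high P. *SPX3* dropped from 15119 ± 3153 to 446 ± 46.4 normalized counts in bud 2 (n = 3), and its log2 fold changes in buds 2, 3, 6 and 7 were −5.06, −5.16, −4.36 and −4.03 with a standard error of 0.48. *SPX1a* and *SPX2* were at −3.91 ± 0.35 and −3.12 ± 0.30 (± SE) in bud 2. Among phosphate-starvation genes, 20, 27, 22 and 22 of 30 fell in buds 2, 3, 6 and 7 and none rose, and adjusting over the list alone gave 23 in bud 6 and the same counts elsewhere. These genes were chosen by name from tables the study built on the same samples, so they are not independent evidence. Across the 4 buds, 61 genes rose and 183 fell in every one, where independent lists would share 0.0324. No library is shared between these comparisons. All buds came from the same treatment groups of plants, and some pools of different buds share plants, so the 4 comparisons are not independent. The rising genes number 29 without replicate 3 of low P bud 3, 4 without replicate 1 of low P bud 2 and 0 with the fold threshold inside the test. With no fold threshold 819 rose and 533 fell in every bud. *LBD38*, a repressor of nitrogen use, rose by 2.85 ± 0.55 in bud 2, 2.26 ± 0.55 in bud 3 and 2.72 ± 0.55 in bud 6. The RNA polymerase III subunit gene *RPC4* rose by 1.95 ± 0.41 in bud 2, and *PRMT11*, an arginine methyltransferase, by 2.09 ± 0.44 in bud 3.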

There are 111 common genes among these four sets of DEGs including several P starvation genes and stress-associated genes, most of these (108) common genes were downregulated by 24 h of high P condition and only three (*LOB DOMAIN-CONTAINING PROTEIN38* (*LBD38*), *RNA POLYMERASE III RPC4*, and *ARGININE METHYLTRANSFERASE11* (*PRMT11*)) were upregulated by high P in all buds (Figure S3A and Table S3). Focusing on the common genes between low and high P on bud 3, 6, and 7, there were 210 common genes with most being downregulated by high P treatment, including a few ABA- and senescence-related genes (Table S3).

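Senescence and ABA genes were among those that high P lowered in buds 3, 6 and 7, though for ABA genes in bud 3 this rests on 1 pool. The call of *SEN1* in bud 3 can also be lost when 1 library is left out. *SEN1*, a senescence marker, fell from 941 ± 530 to 103 ± 32.9 normalized counts in bud 6 (n = 3), with log2 fold changes of −1.89 ± 0.49 (± SE) in bud 3 and −1.89 ± 0.49 in bud 7. Beta-glucosidase gene *BG1*, which can release ABA from its stored form, fell in the same buds, by 1.87 ± 0.63, 2.58 ± 0.63 and 3.05 ± 0.63, but not in bud 2. In all, 121 genes rose and 398 fell in buds 3, 6 and 7 alike, together 519, where independent lists would share 2.12. A fit without replicate 3 of low P bud 3 gives 230 such genes. That library weighs on single genes as well. Of 12 ABA genes drawn by the study, 6 fell in bud 3 with all libraries and 0 without it. Of all genes named by the study, 12 fell in bud 3 with all libraries and 4 without that pool. Ribosomal protein genes show the same dependence, since 114 of 172 cytosolic ones rose in bud 3 with all libraries and 1 without that pool, against 68 in bud 6 and 14 in bud 7. With 1 library left out the counts in buds 6 and 7 run from 21 to 108 and from 1 to 37.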

We also compared the DEGs between the bud 3 samples of these two RNA-seq experiments given the differences in the growth of these buds from the different experiments (Figure S1B and Fig. 1D), and surprisingly found a large number of significant DEGs. There were about 4700 DEGs when comparing the transcripts from bud 3 under high P in the first experiment with bud 3 under low P in the third experiment (the starting conditions for each experiment) (Table S4). The number of DEGs between bud 3 under high P conditions in the first experiment and bud 3 under 24 h of high P in the third experiment (that started with low P and then went into high P) increased to more than 8000 (Table S5). These results showed bud 3 from these two experiments differed substantially.

Gene ontology (GO) enrichment analyses were employed to give an overview of the representation of genes that were highly expressed in bud 2 or bud 6, respectively, in both experiments. The GO enrichments for the 24 h time-point between bud 2 and bud 6 were very different (Fig. 2G and H, and Figures S3B and S3C). Some of the significant GO terms in bud 2 included stress-related processes, and catalytic and transcription activities. The significant GO terms for genes upregulated in bud 6 included cell cycle, RNA/DNA binding, and ribosome. 

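Genes for cell division, chromatin and ribosomes rose together in bud 6. In high P of experiment 1, 52 of 54 cell cycle genes rose and 1 fell, all 43 histone genes rose, and 167 of 170 cytosolic ribosomal protein genes rose while 2 fell. Of 41 plastid-type ribosomal protein genes 38 rose and 1 fell. Histone H2A 2 went from 550 ± 159 normalized counts in bud 2 to 15376 ± 2912 in bud 6 (n = 3), and the ribosomal protein genes S27-2 and L13-2 had log2 fold changes of 4.56 ± 0.42 and 3.76 ± 0.14 (± SE). Cyclin p4 (Scf01305g00027.1) was the cell cycle gene that fell, at −3.32 ± 0.28. The ribosomal increase was general and modest, with a median log2 fold change of 1.38. In low P of experiment 3 the same lists gave 40 of 54, 40 of 43, 121 of 172 with 1 falling, and 31 of 41. After high P they gave 48 with 1 falling, 43, 160 with 2 falling, and 35. Adjusting over each list alone changed none of these counts. Quantile normalization lowers the cytosolic ribosomal count in high P of experiment 3 from 160 to 79. The genes were picked by their descriptions in tables that the study built from the same samples, which favours genes that differ, so the shares are not independent evidence.

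**Figure D2:**
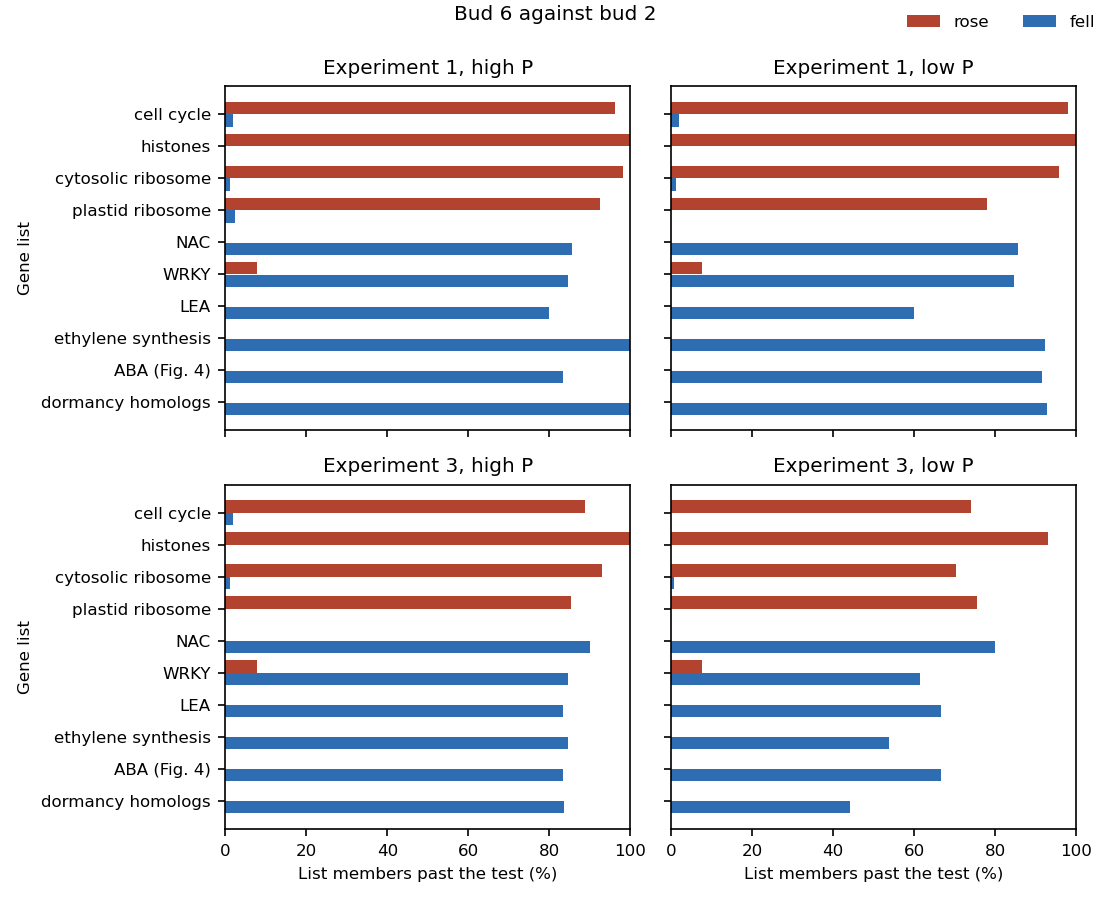
Percent of the tested members of each gene list that rose (red) or fell (blue) by more than 2-fold with adjusted p below 0.05 in bud 6 against bud 2. Each panel is 1 experiment and P treatment with 3 libraries per bud.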

The enrichment terms for bud 2 and bud 6 were similar for both transcriptome experiments (Fig. 2G and S3B for bud 2, and Fig. 2H and S3C for bud 6).

### SL, auxin, CK and sugar related genes were expressed differentially between axillary buds at different positions

Plant hormones and their interactions contribute to every developmental aspect of a plant, including shoot branching. As the branching pattern and transcriptome profiles were found to be very different between axillary buds, we hypothesized that the hormone-related gene expression should reflect these differences. We used the transcriptome data to investigate the expression of a group of selected genes related to hormone synthesis, signaling, and response between the basal and apical axillary buds (mainly between bud 2 and bud 6). Differences were observed for many of the hormone biosynthesis and/or signaling genes at different bud positions (particularly bud 6 or 7 versus bud 2 or 3 in experiment 1, and for bud 2 versus other buds in experiment 3, see Fig. 3).

**Fig. 3:**
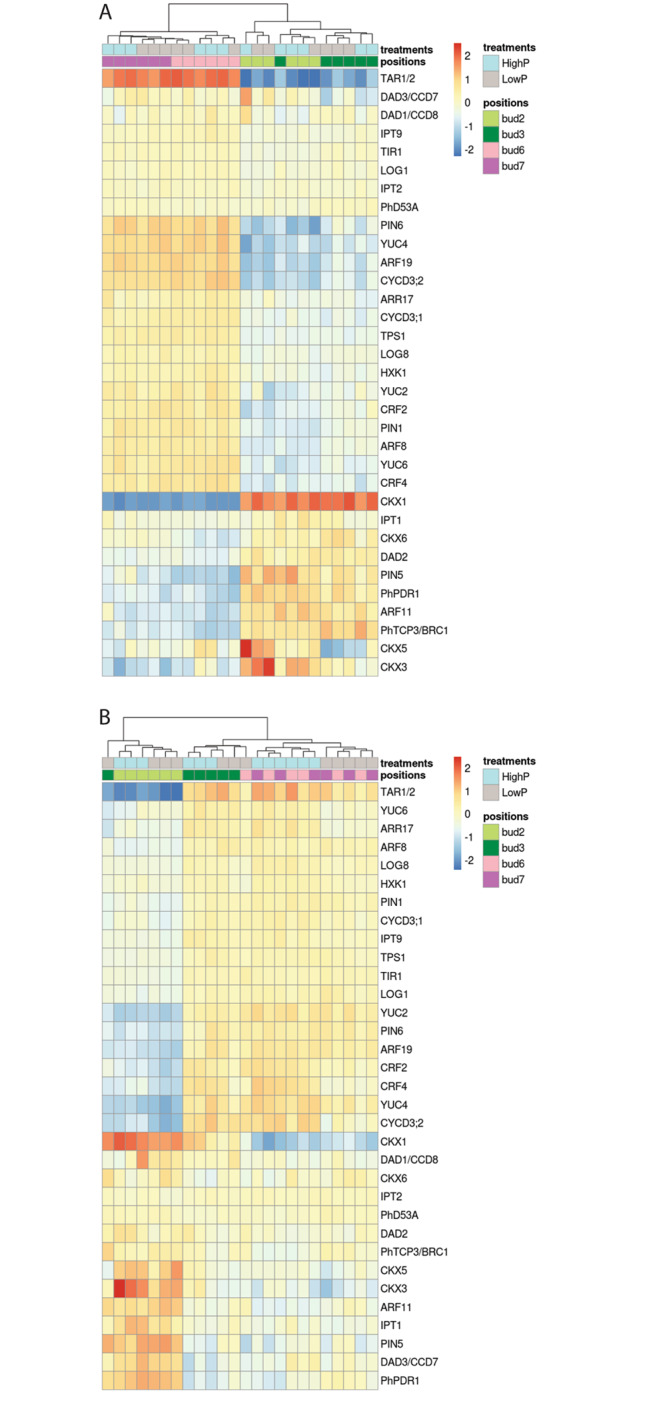
Hormone- and sugar-related genes were expressed differentially by axillary buds at different positions. Selected genes include auxin biosynthesis genes (*YUCCA*s (*YUC2*, *4*, *6*); *TRYPTOPHAN AMINOTRANSFERASE RELATED1*/*2* (*TAR1*/*2*)), auxin efflux carriers (*PIN-FORMED*s (*PIN1*, *5*, *6*)), auxin receptor (*TRANSPORT INHIBITOR RESPONSE1* (*TIR1*)), auxin response genes (*AUXIN RESPONSE FACTOR*s (*ARF8*, *11*, *19*)), cyclins (*CYCD3;1* and *CYCD3;2*), cytokinin (CK) biosynthesis genes (*ISOPENTENYLTRANSFERASE*s (*IPT1*, *2*, *9*); *LONELY GUY*s (*LOG1*, *3*)), CK response genes (*RESPONSE REGULATOR17* (*ARR17*); *CYTOKININ RESPONSE FACTOR*s (*CRF2*, *4*)), CK degradation genes (*CKX1*, *3*, *5*, *6*), SL biosynthesis genes (*CCD7*, *8*), strigolactones (SLs) signaling genes (*DAD2*, *D53A, PhTCP3*/*BRC1*), SL transporter (*PhPDR1*), sugar signaling (*HEXOKINASE1* (*HXK1*)), and Trehalose biosynthesis (*TREHALOSE-6-PHOSPHATE SYNTHASE1* (*TPS1*)). Expression heatmaps from the first experiment (high to low phosphate (P; **A**) and the third experiment (low to high P; **B**). The normalised counts of these genes were transformed using the rlog function in DESeq2 package, and the pheatmap package was used for the heatmap construction

SL inhibits shoot branching and therefore its biosynthesis and signaling play a key role in the branching regulation of a plant [2, 5, 12, 13]. The transcripts of SL biosynthetic, transport, and signaling genes were thus investigated: the SL transporter, *PLEIOTROPIC DRUG RESISTANCE1* (*PhPDR1*), the receptor *DAD2* and the transcription factor *PhTCP3* were elevated in bud 2 compared with bud 6 and bud 7 from the first experiment (Fig. 3A). In the third experiment, *PhPDR1* transcript levels were higher in bud 2 compared with buds 6 and 7 (Fig. 3B). Although the biosynthetic genes *CCD7* and *CCD8* are more highly expressed in other tissues [25], some differences in transcript levels were also observed in buds, for example *CCD7* had higher transcript levels in bud 2 than other buds (Fig. 3).

CK has been shown to be a positive regulator of shoot branching [11, 37, 38]. In our data, several changes in transcript abundance were observed that are consistent with reduced CK activity in bud 2 and increased CK activity in buds 6 and 7 (Fig. 3). The differences in expression of CK biosynthesis genes were generally low in magnitude (Fig. 3, *ISOPENTENYLTRANSFERASE (IPT)* and *LONELY GUY (LOG)* genes). However, the *CKX* genes, which degrade CK [39–41], were significantly upregulated in bud 2 compared with bud 6 (Fig. 3). In addition, several CK signaling and response genes, such as *CYTOKININ RESPONSE FACTORs* (*CRF2s* and *CRF4s*), type-A *ARABIDOPSIS RESPONSE REGULATOR* (*ARR17*), and cyclins (*CYCs*) were upregulated in buds 6 and 7 compared with bud 2 in experiments 1 and 3 (Fig. 3). 

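Cytokinin oxidase genes were higher in bud 2 than in bud 6 in nearly every comparison, and *CKX1* most of all. *CKX1* had 1256 ± 311 normalized counts in high P bud 2 and 22.8 ± 5.48 in bud 6 of experiment 1 (mean ± SD, n = 3), and 501 ± 57.9 and 39.6 ± 19.1 in low P of experiment 3. *CKX3* had log2 fold changes of −2.39 ± 0.50 and −3.61 ± 0.50 (± SE) for bud 6 in high and low P of experiment 1, and −3.45 ± 0.48 and −2.67 ± 0.48 in experiment 3. *CKX5* fell by 1.93 ± 0.35 and 1.83 ± 0.35 in experiment 3 and by 1.89 ± 0.71 in low P of experiment 1, but its difference of −0.89 ± 0.71 in high P did not pass the test, with adjusted p = 0.267 by limma. The synthesis gene *LOG3*, which releases active cytokinin, was lower in bud 6 of experiment 1 high P, at −1.05 ± 0.25, and did not pass in experiment 3. In bud 3 of experiment 1 *CKX1* was still at the bud 2 level, with 1219 ± 345 counts.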

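The cytokinin response factor gene *CRF4* and the D-type cyclins, which cytokinin induces at the start of the cell cycle, were higher in bud 6 than in bud 2. *CRF4* went from 66.3 ± 14.7 to 331 ± 32.6 normalized counts between buds 2 and 6 in high P of experiment 1 (n = 3), and from 95.7 ± 11.5 to 293 ± 52.5 in low P of experiment 3. Its log2 fold changes for bud 6 were 2.32 ± 0.22, 2.09 ± 0.22, 2.23 ± 0.36 and 1.60 ± 0.36 (± SE) in high and low P of experiments 1 and 3. *CYCD3;2b* (Scf00016g02250.1) rose most, by 3.08 ± 0.22 in high P of experiment 1 and 3.13 ± 0.53 in low P of experiment 3. *CYCD3;1* rose by 1.31 ± 0.15 and 1.42 ± 0.15 in experiment 1 and by 1.11 ± 0.22 in low P of experiment 3, and its 0.71 ± 0.22 in high P stayed under 2-fold. *ARR17*, a type-A response regulator, rose in experiment 3 by 1.40 ± 0.36 in high P and 1.24 ± 0.36 in low P. In experiment 1 it did not pass the test, with 292 ± 41.0 counts in bud 2 and 421 ± 126 in bud 6 of high P. A supplementary legend of the paper describes *CRF4* and *ARR17* as alike between bud positions in low P of experiment 3, where both rose here. That legend also puts *CYCD3;2* under 2-fold between buds, without saying which homolog, while *CYCD3;2b* exceeded that here.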

In the third experiment, the transcripts of *LONELY GUY8* (*LOG8*) and several CK induced genes increased in bud 6 and/or bud 7 after 24 h of high P (Figure S4), suggesting that CK signaling was regulated at least partially by nutrient level and the response was relatively rapid.

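A day of high P raised the cytokinin response genes *CRF4* and *ARR17* in buds 3, 6 and 7, and *LOG8* was higher by less than 2-fold. *LOG8*, which makes active cytokinin, had 5911 ± 810 normalized counts in low P bud 6 and 8667 ± 1130 in high P (n = 3), a log2 fold change of 0.55 ± 0.14 (± SE) with adjusted p = 0.00856 by limma. In bud 7 its log2 fold change was 0.42 ± 0.14 and in bud 2 0.13 ± 0.14. *CRF4* rose in bud 6 from 293 to 792 ± 106, by 1.44 ± 0.36, and by 1.36 ± 0.36 in bud 3 and 1.39 ± 0.36 in bud 7. *ARR17* rose by 1.58 ± 0.36, 1.21 ± 0.36 and 1.29 ± 0.36 in buds 3, 6 and 7. In bud 2 neither passed, at 0.80 ± 0.36 and 1.05 ± 0.36, although the direction was the same. *CYCD3;2a* (Scf00549g00427.1) passed only in bud 2, at 1.02 ± 0.28. No one of these genes differed between bud 6 and bud 2 in its response to high P when that was tested directly.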

Auxin from the shoot apex has long been suggested to have an inhibitory effect on bud outgrowth; however, once axillary buds start growing, they also become a source of auxin [11, 42]. We found auxin-associated genes, such as *YUCCAs*, *PIN1* and *PIN6*, all had significantly more transcript counts (> 2-fold) in buds 6 and 7 compared with bud 2 (Fig. 3). However, unlike other *PINs*, *PIN5*, an IAA downregulated gene [43], was highly expressed in bud 2 in both experiments (Fig. 3). These data indicated buds 6 and 7 had more auxin signaling occurring than bud 2, aligned with the suggestion that auxin in axillary buds is associated with bud outgrowth.

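*PIN6*, an auxin carrier, was higher in both apical buds than in bud 2 at each P level of each experiment. In low P of experiment 3 it had 54.4 ± 3.62 normalized counts in bud 2, 264 ± 39.7 in bud 6 and 325 ± 16.8 in bud 7 (mean ± SD, n = 3). Its log2 fold change for bud 6 was 4.04 ± 0.48 and 4.37 ± 0.48 (± SE) in high and low P of experiment 1, and 2.15 ± 0.35 and 2.24 ± 0.35 in experiment 3. *TAR2*, which makes the auxin precursor indole-3-pyruvate, was near absent from bud 2, with 1.67 ± 1.84 counts against 623 ± 90.8 in bud 6 of high P in experiment 1. Other auxin genes went the opposite way, such as a *GH3* gene (Scf00007g01617.1), whose product removes free auxin, at −4.30 ± 0.36. Of 18 auxin transport and response genes the study describes, 8 rose and 7 fell in high P of experiment 1, with the same counts when adjusted over the list alone, and the study chose them on these samples.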

Studies in several species have identified a role for sugars in regulation of shoot branching [44–47]. In the data presented here, the transcripts of *TREHALOSE-6-PHOSPHATE SYNTHASE 1* (*TPS1*), a trehalose biosynthesis enzyme, and *HEXOKINASE1* (*HXK1*), a glucose sensor, were higher in buds 6 and 7 compared with bud 2 (> 2-fold) in the first experiment (Fig. 3A), consistent with their proposed function of promoting branching in pea and Arabidopsis [48, 49].

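*TPS1*, which makes trehalose-6-phosphate, was higher in apical buds in both experiments, by more than 2-fold only in the first. In high P of experiment 1 it had 245 ± 1.17 normalized counts in bud 2, 760 ± 10.2 in bud 6 and 676 ± 31.5 in bud 7 (mean ± SD, n = 3). The log2 fold changes for bud 6 were 1.63 ± 0.10 in high P and 1.44 ± 0.10 in low P (± SE). In experiment 3 they were 0.88 ± 0.20 and 0.65 ± 0.20, with limma adjusted p = 0.000843 and adjusted p = 0.00894. Sugar transport protein 13 (Scf00437g00320.1) fell from 4480 ± 520 in bud 2 to 70.6 ± 12.9 in bud 6, and sucrose synthase 4 (Scf00928g00232.1) from 5778 ± 541 to 477 ± 183. Of 20 sugar transport, sucrose and trehalose genes in the study's tables, 14 fell and 2 rose in bud 6, and the counts adjusted over that list alone were the same. The tables were built from these samples, so the list is not independent of them.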

### ABA associated genes were more highly expressed in basal axillary buds and expression is regulated by phosphate level

ABA is often considered a stress and dormancy hormone, and in the past few years, several reports suggested ABA might regulate shoot branching [9, 10, 27, 50–52]. However, there have been few studies on the relationship between ABA and P level in the plant until recently. Zhang et al. [53] found low P (1 µM) increased the expression of ABA biosynthesis and ABA responsive genes in Arabidopsis seedlings. From our RNA-seq data, we found that not only ABA biosynthesis genes but also the ABA response genes were significantly upregulated in bud 2 compared with buds 6 and 7, suggesting that ABA levels might be lower in apical axillary buds. For example, the *ABA-DEFICIENT 4* (*ABA4*), *ABA INSENSITIVE2* (*ABI2*), and *ABA RESPONSIVE ELEMENTS-BINDING FACTOR3* (*ABF3*) all had significantly more transcripts (> 2-fold) in bud 2 compared with buds 6 and 7 from experiments 1 and 3 (Fig. 4). 

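*ABA4*, *ABI2* and *ABF3* were all lower in buds 6 and 7 than in bud 2, at each P level of each experiment. *ABA4*, needed to make the ABA precursor neoxanthin, had 403 ± 101 normalized counts in high P bud 2 of experiment 1, 143 ± 38.3 in bud 6 and 139 ± 13.2 in bud 7 (mean ± SD, n = 3). The phosphatase gene *ABI2*, induced by ABA, had 2186 ± 459 in bud 2 and 480 ± 49.6 in bud 6, and the ABA transcription factor gene *ABF3* had 2785 ± 405 and 573 ± 168. Log2 fold changes of bud 6 against bud 2 in high and low P of experiment 1 were −1.49 ± 0.23 and −1.34 ± 0.23 for *ABA4*, −2.17 ± 0.19 and −2.01 ± 0.19 for *ABI2*, and −2.31 ± 0.16 and −1.83 ± 0.16 for *ABF3* (± SE). In experiment 3 they were −2.35 ± 0.23 and −1.31 ± 0.23, −1.93 ± 0.32 and −1.57 ± 0.32, and −1.77 ± 0.33 and −1.31 ± 0.33. The weakest of the 12 had adjusted p = 0.00280 by limma. Bud 3 of experiment 1 did not differ from bud 2 for any of the 3 genes, with *ABI2* at 2305 ± 785 in high P.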

There were also differences in expression for these genes between low P and high P conditions in the third experiment, especially in buds 6 and/or bud 7 (Fig. 4B). 

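High P lowered all 3 genes in bud 6 of the third experiment, and 2 of them in bud 7. *ABA4* went from 282 ± 68.9 normalized counts in low P bud 6 to 115 ± 5.82 in high P (mean ± SD, n = 3), a log2 fold change of −1.26 ± 0.23 (± SE) with adjusted p = 0.00115 by limma. *ABI2* went from 2605 ± 488 to 963 ± 125 in bud 6, by −1.43 ± 0.32, and *ABF3* from 3975 ± 571 to 1710 ± 305, by −1.22 ± 0.33. In bud 7 *ABI2* fell by 1.07 ± 0.32 and *ABF3* by 1.19 ± 0.33, while *ABA4* at −0.89 ± 0.23 stayed under 2-fold. *ABI2* also fell in bud 2, by 1.06 ± 0.32. The genes fell in bud 3 by 1.24 for *ABI2* and 1.43 for *ABF3*, and neither passes once replicate 3 of low P bud 3 is left out.

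**Figure D3:**
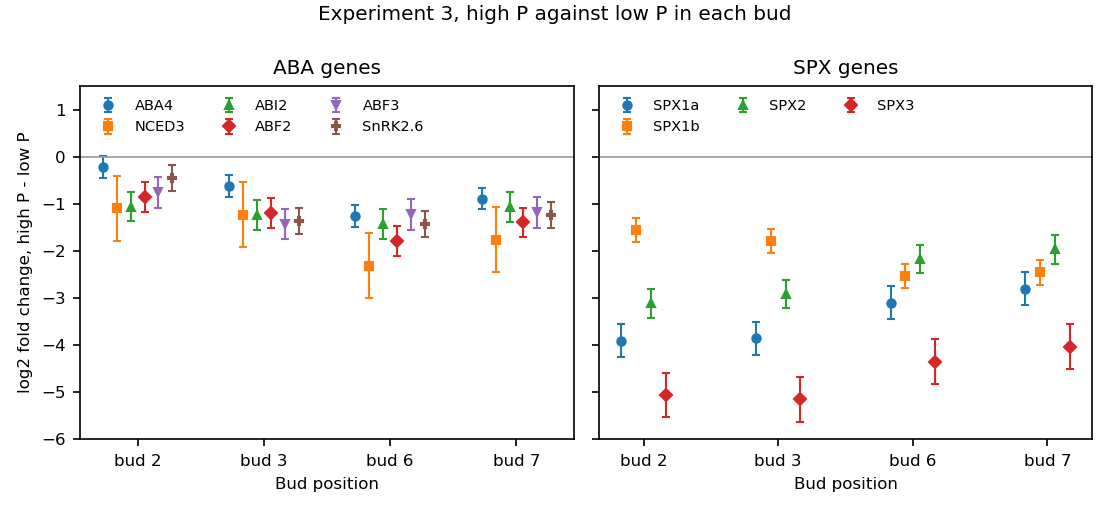
Log2 fold change of high P against low P in each bud of experiment 3, for ABA genes (left) and *SPX* genes (right). Points are limma estimates from 3 libraries per group and bars are standard errors.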

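ABA synthesis gene *NCED3* and most other ABA genes drawn by the study were higher in bud 2 than in bud 6. *NCED3*, the rate-limiting step of ABA synthesis, had 757 ± 559 normalized counts in high P bud 2 of experiment 1 and 68.1 ± 41.2 in bud 6 (n = 3), and log2 fold changes of −3.43 ± 0.45 and −3.03 ± 0.45 (± SE) in high and low P. *BG1* was nearly absent from apical buds, at 1.89 ± 2.30 against 919 ± 172 in bud 2. The kinase gene *SnRK2.6* was at −2.14 ± 0.16 and −2.71 ± 0.27 in high P of experiments 1 and 3, *ABF2* at −2.01 ± 0.29 and −1.95 ± 0.32, and *HB7* at −4.56 ± 0.57 and −4.35 ± 0.68. *ZEP* fell by more than 2-fold for bud 6 only in low P of experiment 1, at −1.29 ± 0.19. *AAO3*, the last step of synthesis, did not pass in bud 6 and fell in bud 7 of low P, by 1.30 ± 0.27 in experiment 1 and 1.23 ± 0.28 in experiment 3. Of 12 ABA genes drawn by the study, 11 fell in bud 6 of experiment 1 low P, 10 in high P of experiment 3 and 8 in its low P, with none rising and the same counts when adjusted over the list alone. The study drew these genes from the same data, so the shares are not independent evidence.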

Many other ABA biosynthesis and ABA or stress-induced genes also had significantly elevated (> 2-fold) transcript levels in bud 2 in contrast with bud 6 or bud 7 in at least one of the experiments (Figure S5). In general, the transcripts of these genes were reduced significantly in the apical axillary buds after 24 h of high P compared with the low P treatment in the third experiment (Figure S5B), which is consistent with the findings from Zhang et al. [53]. 

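In bud 6, high P lowered *ABF2* from 2124 ± 589 to 597 ± 43.7 normalized counts and *SnRK2.6* from 1712 ± 412 to 635 ± 149 (mean ± SD, n = 3). *NCED3* fell by a log2 fold change of 2.31 ± 0.68 (± SE) there, *ABI5* by 2.12 ± 0.42, *AFP3* by 3.19 ± 0.87 and *HB7* by 2.51 ± 0.68. In bud 7 *ABF2*, *SnRK2.6* and *ABI5* fell by 1.40 ± 0.32, 1.24 ± 0.27 and 1.58 ± 0.42, and *NCED3* at −1.76 ± 0.68 did not pass. *ZEP* and *AAO3* did not change by more than 2-fold in any bud. Of the 12 ABA genes drawn by the study, 10 fell in bud 6 and 6 in bud 7 and none rose, or 10 and 7 when adjusted over the list alone. Without replicate 2 of either treatment the count in bud 7 is 3. In bud 2 only *ABI2* fell, or 2 genes when adjusted over the list. Protein phosphatase 2C genes, which ABA induces, fell too, 5 of 9 in bud 6 and 4 of 9 in bud 7. Both lists were chosen by the study from these samples and are not independent of them. ABA receptor genes had no common direction, with 1 of 6 rising and 1 falling in bud 6.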

The responses to changing P level of so many ABA-related genes might explain, to some extent, why the branching pattern of petunia SL mutants were affected by P level [25]. The greater transcript abundance of ABA-related genes in bud 2 and to a lesser extent bud 3 and the rapid (24 h) reduction of these transcripts mainly in buds 6 and 7 after changing from low P to high P, support the role of ABA in branching inhibition and suggest that bud 2 might be in a state of stress and/or dormancy. It is interesting that signaling for multiple hormones (ABA, CK, and SL) showed responses to changing P levels.

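*SnRK2.6*, an ABA signalling gene, was lower in buds 3, 6 and 7 than in bud 2 of experiment 3. The paper reasons from 2 observations, more ABA-related transcripts in bud 2 and to a lesser extent in bud 3, and their fall within 24 h of high P mainly in buds 6 and 7. On these it rests a role for ABA in holding back branches, and it proposes that bud 2 might be stressed or dormant. For this gene, experiment 3 gave 5599 ± 649 normalized counts in low P bud 2 and 4087 ± 101 in high P bud 2, 1080 ± 186 in high P bud 3 and 552 ± 98.9 in high P bud 7 (n = 3). In experiment 1 it was already lower in bud 3, at 1068 ± 147 against 1742 ± 139 in bud 2 of high P, though under 2-fold. *ABF2* did not pass there, at 1861 ± 461 in bud 3 against 1688 ± 516 in bud 2. Whether the fall after high P is greater in apical buds was tested gene by gene as a difference of responses. None of the 12 ABA genes drawn by the study passed that test in bud 6 or bud 7 against bud 2 by limma, and of all genes 3 and 1 did, where 1940 and 1284 had an unadjusted p below 0.05 and precision weights called 0. In bud 6 the estimate was negative for 11 of the 12, and 6 had an unadjusted p below 0.05. Without replicate 3 of low P bud 3, 42 of all genes pass in bud 6 and none of the 12, or 6 when adjusted over the list alone. The reverse shift, 24 h of low P in experiment 1, gave no call for any of the 12 in any bud. In its high P replicate 1 libraries, which stand apart, 11 of the 12 are higher than in replicates 2 and 3. Their median log2 difference is 0.31, and 1 passes. Transcripts of ABA genes were measured here and not ABA itself.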

**Fig. 4:**
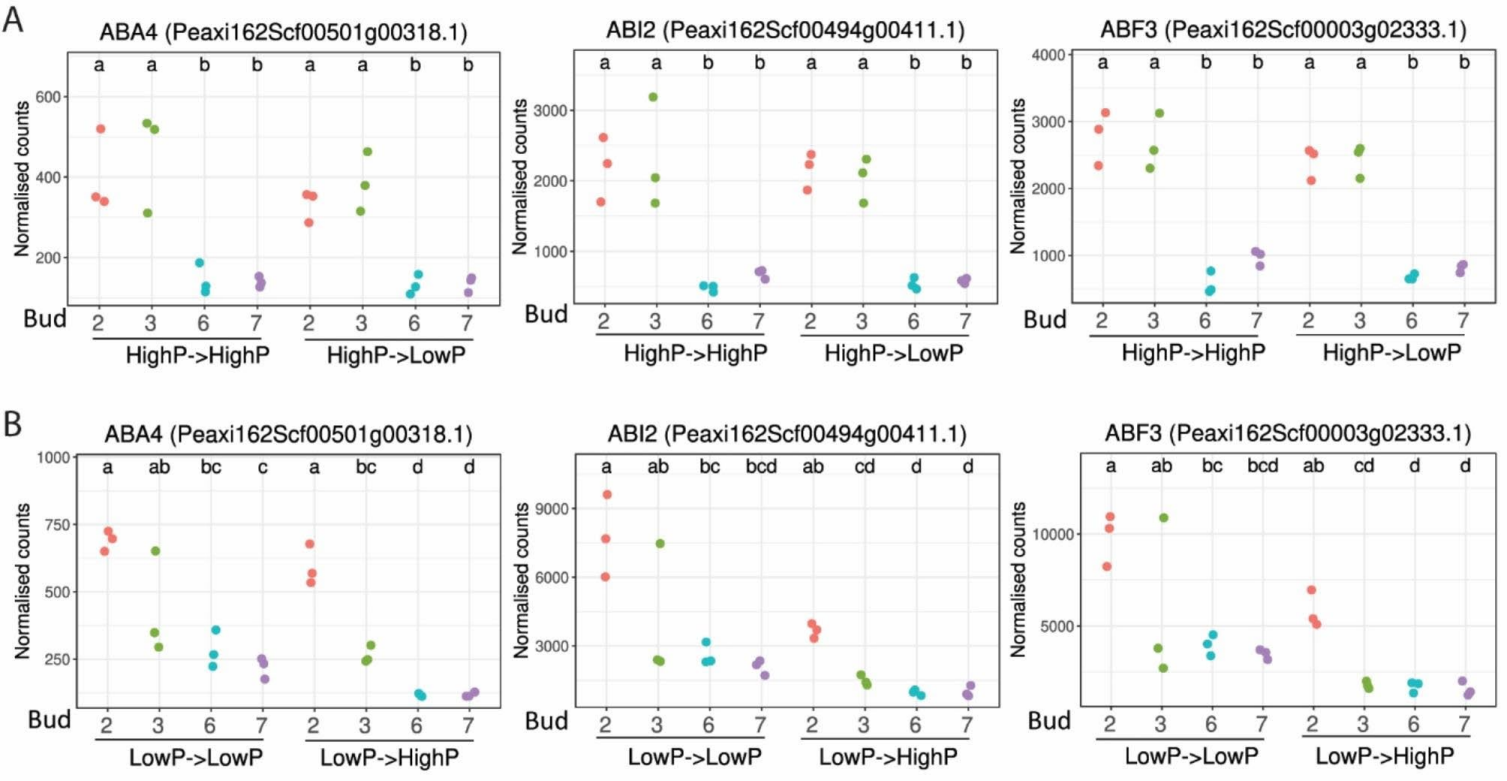
Abscisic acid (ABA)-associated genes were upregulated in basal axillary buds and expression is regulated by phosphate level. **A** (top panel), transcript levels from the first experiment (high to low phosphate), in which the plants started with high P medium then either transferred to new high P medium (HP->HP) or were changed to low P medium (HP->LP). **B** (bottom panel), transcript levels from the third experiment (low to high phosphate), in which the plants started with low P medium then either transferred to new low P medium (LP->LP) or were changed to high P medium (LP->HP). Selected genes include *ABA-DEFICIENT4* (*ABA4*), *ABA INSENSITIVE2* (*ABI2*), and *ABA RESPONSIVE ELEMENTS-BINDING FACTOR3* (*ABF3*). The normalized counts were obtained from the R package DESeq2. The different letters refer to the significance (*p* < 0.05) between samples calculated with Tukey honest significant differences method (Tukey HSD).

### Comparison of the petunia axillary bud DEGs with DEGs identified in dormancy studies in other species

To further examine the growth status of bud 2, comparisons were performed between this petunia data and several published transcriptome datasets that studied dormancy in both model and crop species. In Arabidopsis, 78 genes were identified that were upregulated in dormant buds relative to active buds [47, 54]. We used BLASTp to identify *P. axillaris* homologs of these genes and found that 44 of these genes were differentially expressed and upregulated in bud 2 from at least one of our experiments (Table S6), including the dormancy marker, *DORMANCY-ASSOCIATED PROTEIN-LIKE1* (*DRM1*) (Figure S6) and ABA-associated genes, such as *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE3* (*NCED3*) (Figure S5), and *ABF3* (Fig. 4).

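Dormancy-gene homologs were lower in bud 6 than in bud 2 almost without exception in the first experiment, and more weakly in low P of the third. *DRM1*, a dormancy marker, had 7960 ± 905 normalized counts in high P bud 2 and 408 ± 153 in bud 6 of experiment 1 (mean ± SD, n = 3), a log2 fold change of −4.36 ± 0.25 (± SE). It fell by 2.74 ± 0.53 in high P and 1.88 ± 0.53 in low P of experiment 3. The senescence regulator gene *NAP* (Scf00222g00624.1) went from 173 ± 9.79 to 1.15 ± 1.18 in experiment 1. All 42 homologs tested fell in bud 6 in high P of experiment 1 and 39 in low P, with median log2 fold changes of −2.25 and −1.94. In experiment 3, 36 of 43 fell in high P and 19 in low P, and none rose in any of these comparisons. Adjusted over the list alone the counts were the same. The study kept these homologs because they were higher in bud 2 of its own data, so their fall is not independent evidence. High P in experiment 3 lowered 22 of them in bud 6, 10 in bud 7 and 1 in bud 2, or 24, 13 and 0 when adjusted over the list. In bud 3 it lowered 15, and without replicate 3 of low P bud 3 the counts are 3 in bud 3 and 9 in bud 2. Leaving out 1 library of a comparison brings bud 6 to as few as 13 and bud 7 to as few as 5. In experiment 1 low P raised the homologs as a set in bud 6, with a median of 0.33, p = 0.00404 by fry rotation and p = 0.00650 by camera with an estimated correlation, neither an exact test. In buds 2, 3 and 7 fry rotation, not an exact test, gave p = 0.834, p = 0.621 and p = 0.976. Singly none rose in bud 6, or 2 when adjusted over the list alone. The choice of homologs used bud 6 libraries of both experiments, so their P results in bud 6 are not independent evidence either.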

In *Arabis alpina*, axillary buds at the V2 zone are dormant despite cold treatment, while axillary buds at the V3 zone grow out after vernalization [55]. The authors identified 1984 significant DEGs between V2 and V3 buds. When we compared the genes that were upregulated in bud 2 (compared with bud 6) under high P in experiment 1 with the genes that were upregulated in the dormant V2 buds (compared with V3 buds) 5 days post-vernalization [55], 212 genes were in common (Fig. 5A and Table S7). Many of these common genes are involved in ABA metabolism and signaling, for instance, *ABI1*, *ABF2*, *ABI FIVE BINDING PROTEIN3* (*AFP3*), and *NCED3*. There were also 138 genes in common between the active V3 buds from *A. alpina* and petunia bud 6: several of these common genes are cell cycle- and cell division-related genes, as well as an auxin efflux carrier, *PIN6* (Fig. 5B and Table S8).

**Fig. 5:**
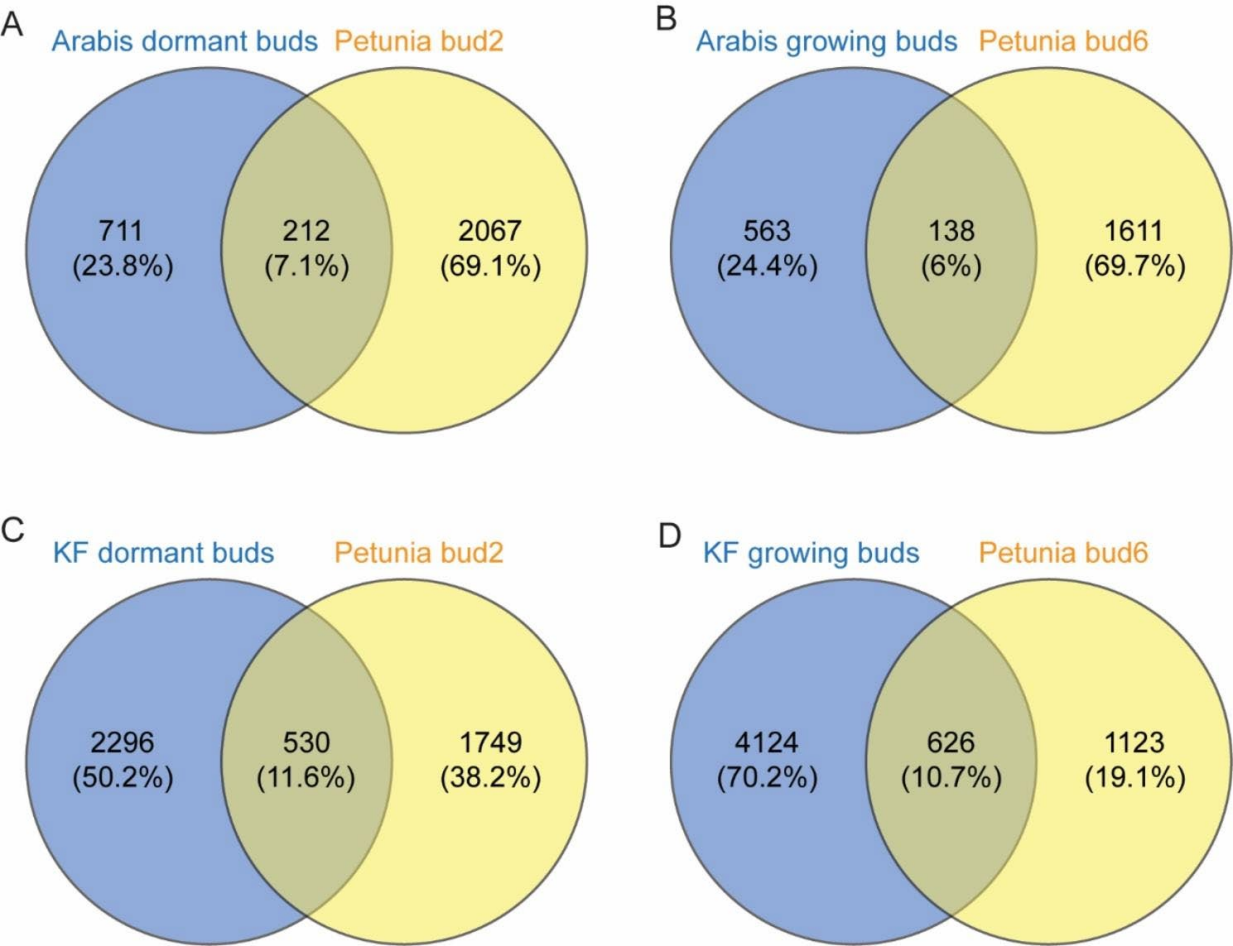
Identification of differentially expressed genes (DEGs) in common between buds from petunia, kiwifruit, and *Arabis alpina* axillary bud RNA-seq. **A**, comparison of the significantly upregulated genes in dormant buds from *Arabis alpina* (genes highest in V2 buds 5 d post-vernalization, 55) and petunia (genes highest in bud 2 from high phosphate samples in the first experiment). **B**, comparison of the significantly upregulated genes in growing buds from *Arabis alpina* (genes highest in V3 buds 5 d post-vernalization, 55) and petunia (genes highest in bud 6 from high phosphate samples from the first experiment). **C**, comparison of the significantly upregulated genes in dormant buds from kiwifruit (KF dormant, genes high in June harvested buds, 56) and petunia (genes high in bud 2 from high phosphate samples in the first experiment). **D**, comparison of the significantly upregulated genes in growing buds from kiwifruit (KF growing, genes high in December harvested buds, 56) and petunia (genes high in bud 6 from high phosphate samples from the first experiment). Petunia RNA-seq data used here are from the DEGs (>|2|-fold, padj < 0.05) between bud 2 and bud 6 under high P conditions from the first experiment. Arabis DEGs (>|2|-fold, padj < 0.05) were from the comparison between V2 and V3 buds 5 days post vernalization [55]. The kiwifruit DEGs (>|2|-fold, padj < 0.05) were generated from a contrast between the normalized counts from December and June using DESeq2 package [56]

A kiwifruit axillary bud time-course dataset has previously been described by Voogd and colleagues [56], in which the authors sampled the buds monthly and compared the transcriptome changes between dormancy onset, dormancy release, and budbreak. We generated a DEG list between the kiwifruit axillary buds from December (growing) and June (dormant) and compared the upregulated genes in dormant kiwifruit buds to the upregulated genes in petunia bud 2; and compared the upregulated genes in growing kiwifruit buds to the upregulated genes in petunia bud 6. There were 530 genes in common between dormant kiwifruit buds and petunia bud 2 (Fig. 5C) including SL, ABA, and dormancy-related genes, such as *DWARF14* (*D14*) (*DAD2* ortholog), *NCED3*, *NAP*, and *DRM1* (Table S9). There were 626 genes in common between growing kiwifruit buds and petunia bud 6 (Fig. 5D) including multiple cell-cycle and growth-related genes, such as *CYCLINs*, *SCARECROW-LIKE 28* (*SCL28*), *GROWTH-REGULATING FACTORs* (*GRFs*), and *PROLIFERATING CELL NUCLEAR ANTIGEN2* (*PCNA2*) (Table S10).

We also compared the upregulated genes in petunia bud 2, *A. alpina* V2 buds and dormant (June harvested) kiwifruit buds. There were 76 genes common to all three datasets, including ABA and dormancy-associated genes that were mentioned above (Table S11). When we compared the genes upregulated in the active axillary buds from these experiments, we found 82 genes in common to all three datasets, including cell-cycle and growth markers, such as *CYCs*, *CDKs*, and *PCNA2* (Table S12).

It has been suggested that sugar or carbon (C) availability contributes to axillary bud outgrowth, and axillary bud growth suppression might be a consequence of carbon deprivation/starvation [46, 47, 57, 58]. We used our RNA-seq data to explore the possible correlation between growth suppression in bud 2 and the carbon supply to these buds. In Arabidopsis, SnRK1/AtKIN10 is a central regulator of carbon deprivation responses, and its expression is suppressed by sugar [59–61]. Evidence suggested genes that were regulated by AtKIN10 largely overlapped with those that were altered by either carbon starvation conditions or sugar treatments [59]. We found two petunia genes encoded proteins with 80% homology to Arabidopsis AtKIN10, one of which had 2- to 5-fold more transcripts in bud 2 compared with bud 6 in experiments 1 and 3 (Fig. 6A and B). 

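The *KIN10* homolog (Scf00222g00912.1), a kinase that answers low energy, was lower in bud 6 than in bud 2 in every comparison. It had 273 ± 26.8 normalized counts in high P bud 2 of experiment 1, 51.9 ± 11.3 in bud 6 and 87.0 ± 5.89 in bud 7 (mean ± SD, n = 3). On the log2 means bud 2 held 5.25 times the bud 6 level in high P and 4.00 times in low P of that experiment, and 3.02 and 2.09 times in high and low P of experiment 3. The log2 fold changes lay between −2.39 ± 0.17 and −1.06 ± 0.29 (± SE), and the weakest had adjusted p = 0.00452 by limma. Bud 3 had 200 ± 9.95 in high P of experiment 1, below bud 2 by less than 2-fold and not called. In high P of experiment 3 it had 179 ± 63.1, when bud 2 held 587 ± 45.2. The homolog did not pass the test for phosphate, and bud 6 had 275 ± 55.3 in low P and 195 ± 22.8 in high P.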

We compared the genes that were upregulated in bud 2 (> 2-fold compared with bud 6) under high P from the first experiment with the genes that were induced (> 2-fold) by expression of *AtKIN10* [59] and identified 109 genes in common (Fig. 6C and Table S13). These common genes included stress response, and hormone signaling and response genes (Table S13). On the other hand, there were 93 common genes between AtKIN10 downregulated genes from Arabidopsis and genes that were downregulated in bud 2 compared with bud 6 (or upregulated in bud 6 compared with bud 2) (Fig. 6D and Table S14).

**Fig. 6:**
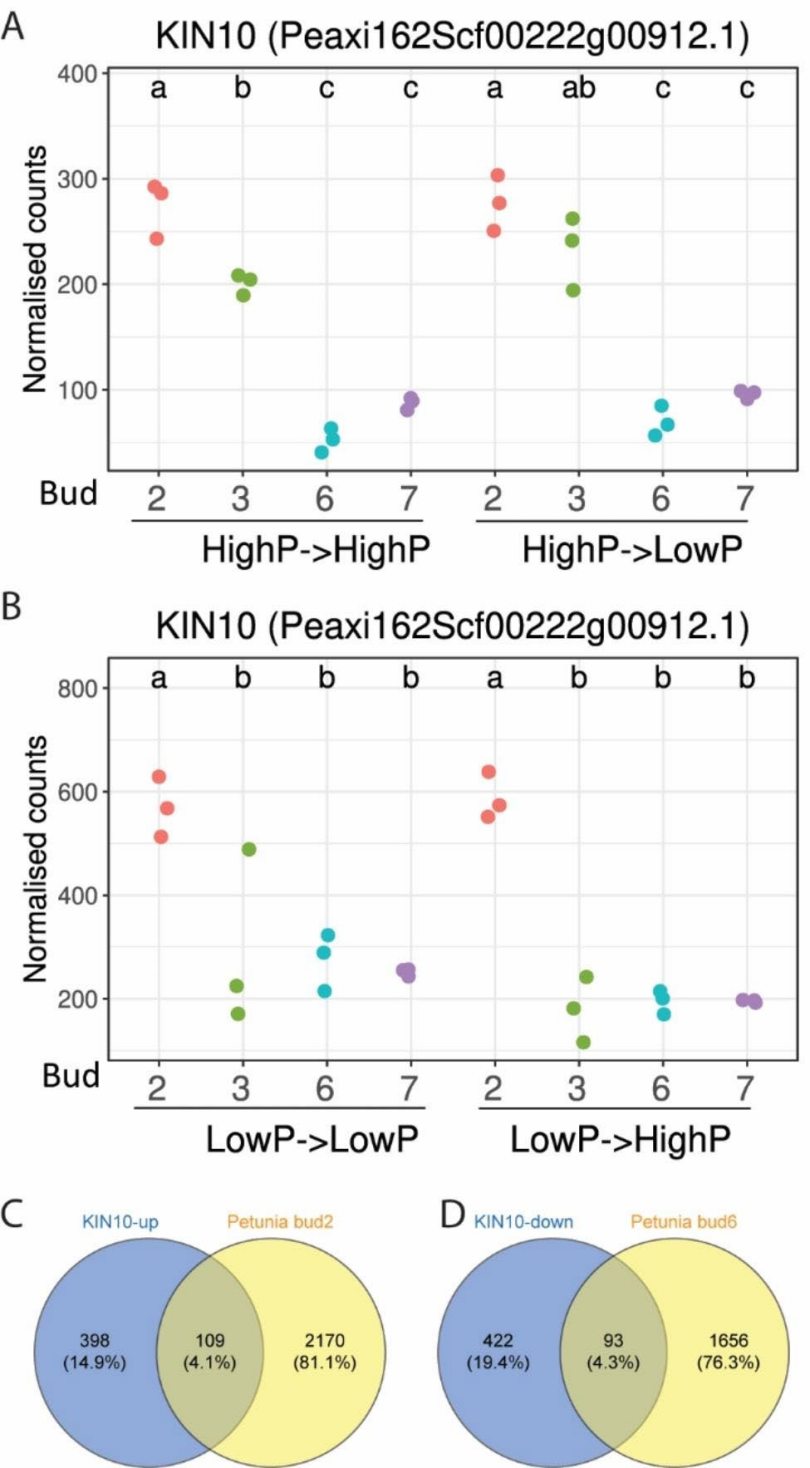
Identification of differentially expressed genes (DEGs) in common between AtKIN10 regulated genes [59] and genes upregulated in petunia bud 2 or bud 6. **A-B**, a petunia homolog of AtKIN10 was up-regulated in basal axillary buds from both experiments (A, high to low phosphate (P); and B, low to high P). Normalized counts and DEGs between bud 2 and bud 6 were generated from DESeq2 package and the different letters refer to the significance (*p* < 0.05) between samples calculated with Tukey honest significant differences method (Tukey HSD). **C**, common genes were found between genes upregulated after AtKIN10 induction in Arabidopsis protoplasts (>2-fold) and genes upregulated in petunia bud 2 compared with bud 6 from the first experiment (high phosphate samples). **D**, common genes were found between genes downregulated after AtKIN10 induction in Arabidopsis protoplasts (>2-fold) and genes upregulated in petunia bud 6 compared with bud 2 from the first experiment(high phosphate samples)

### WGCNA identifies candidate genes that may be involved in regulating bud growth

To further investigate genes that may be involved in regulating bud growth, we used Weighted Gene Co-expression Network Analysis (WGCNA) [62] to construct co-expression networks from gene modules. We filtered out the genes that had less than 50 mean counts and selected the top 25% of genes (~ 5000 genes; those where transcript levels varied the most between samples) for network construction. The analysis produced a small number of modules, 3 and 7 modules, respectively, for each experiment (Fig. 7A and B). 

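In the first experiment nearly all variable genes fell into a bud 2 group and an apical bud group. In the third a small group followed phosphate far more than bud position. From genes with a mean of at least 50, the most variable 25%, 4896 genes in experiment 1, were joined by correlation into 6 groups. The largest, with 3141 genes, was highest in bud 2 and held *ABA4*, *ABI2*, *NCED3*, *DRM1* and *KIN10*, and bud position explained 98.8% of its summary profile. The second, with 1715 genes, was highest in buds 6 and 7 and held *CDKB1*, *CRF4* and *TAR2*, together with 52 of 53 cell cycle and all 43 histone genes. Phosphate explained 0.128% and 0.0630% of these profiles, with adjusted exact permutation p of 0.458 and 0.493. Only a group of 5 genes followed it, with 38.3% of its profile and an adjusted exact p of 0.00683. Using only 0.1 of the genes leaves no group that differs with phosphate in experiment 1. In experiment 3, 5057 genes gave groups of 2885 and 1948 genes that followed bud position by 78.9% and 70.6% and phosphate by 11.1% and 15.0%. Both differed with phosphate, at adjusted exact permutation p of 5e-05 and 3.75e-05. A group of 74 genes followed bud position by 34.6% and phosphate by 22.3%, with an adjusted exact p of 0.00581. Another group of 82 genes followed phosphate by 87.5%, with an adjusted exact p of 3.75e-05, from the smallest p the permutation test can return. With a pseudocount of 5 the highest such share is 31.5%. The permutations for these groups treat pools of different buds as separate, though some share plants. Grouping by average correlation was used in place of the network method of the paper, so group numbers do not match its modules.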

The co-expression network produced modules correlated to bud position, but not P treatment in the first experiment (Fig. 7A), whereas for the third experiment, the network produced modules that correlated to P treatment as well as bud position (Fig. 7B). The modules that correlated with bud position were relatively large (~ 2000 to 3000 genes) making it difficult to visualize the connection between many genes. Thus, we further clustered the big modules into smaller sub-clusters (4 clusters for ME1 and 5 clusters for ME2 in the first experiment; and 8 clusters for ME1 and 6 cluster for ME2 in the third experiment) and were able to visualize these clusters with Cytoscape (https://cytoscape.org/).

**Fig. 7:**
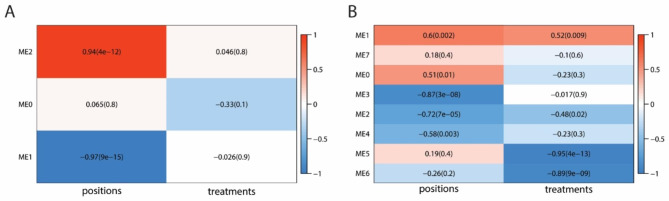
Co-expression analysis with Weighted Gene Co-expression Network Analysis (WGCNA). **A-B**, the module-traits (ME: module eigengenes; positions: buds 2, 3, 6, and 7; treatments: phosphate (P) treatments) relationship in the first experiment (high to low P, A) and in the third experiment (low to high P, B). The number in the box represents correlation between the module and the bud position or P treatment, and the number in the bracket represents the *p*-value for that correlation. Red indicates a strong correlation with higher bud position (e.g., bud 7) and high P. Blue indicates a strong correlation with lower bud position (e.g., bud 2) and low P

For the first experiment, although module ME2 was correlated with bud 6 overall, key SL signaling genes *BRC1* and *DAD2* were grouped into one of the clusters (cluster 1), and genes in this cluster had higher expression in bud 2 compared with bud 6. Genes in this cluster include several dormancy-related genes (e.g., *DRM1*, *ABF2*, and *ABA4*)(Figure S7A), suggesting this is a cluster for dormancy genes. Within this cluster, we found transcription factors (TFs) that are potential candidates for future study, such as MYB59, WRKY33, NAC1, NAC3, and a T-box TF (AT1G26620). When we examined the DAD2 and PhTCP3/BRC1 subnetworks by only selecting the genes connected to these two genes, MYB59, NAC1 and the T-box TF were all present within the subnetworks (Figure S7B).

For the third experiment, ME5 and ME6 were correlated with P treatment, and the co-expression network of ME5 had several P starvation genes, e.g., *SPX1-3*, *PHOSPHATE TRANSPORTERs* (*PHTs*), and *PURPLE ACID PHOSPHATASEs* (*PAPs*), as well as several ABA related genes, including *MOTHER OF FT AND TFL1* (*MFT*), *SULFATE TRANSPORTER3;4* (*SULTR3;4*), and *REGULATORY COMPONENTS OF ABA RECEPTOR1* (*RCAR1*) (Figure S8A). 

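The phosphate group of the third experiment held *SPX1a*, *SPX1b*, *SPX2* and *SPX3*, all lower in high P in each bud. *SPX1a* had 21727 ± 3511 normalized counts in low P bud 6 and 2574 ± 762 in high P (mean ± SD, n = 3), and *SPX2* had 18900 ± 1786 and 4282 ± 1281. *SPX1b* had 286 ± 68.2 and 49.0 ± 13.4. Acid phosphatase gene *PAP17* (Scf00171g00924.1), which frees phosphate from organic compounds, fell in bud 2 from 21928 ± 2972 to 865 ± 115. A phosphate transporter 1 gene (Scf00006g00443.1) fell in bud 6 from 266 ± 126 to 0.866 ± 1.50. ABA genes drawn by the study were not in this group, since *ABA4*, *ABI2*, *ABF2*, *ABF3* and *NCED3* all lay in the largest group. That group followed bud position most, at 78.9% of its summary profile. It also differed with phosphate, at 11.1% and an adjusted exact permutation p of 5e-05, with a lower profile in high P. Other ABA-related genes that the paper places in its phosphate network were not looked up by name here. The summary profile of the 82 genes was lower in high P and differed little between buds, with 8.15% of its variance between positions.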

Many of the genes in this network were also reported as co-regulated in the ATTED-II database and in other studies [63–65]. From the third experiment we could identify smaller clusters within the big modules and found two dormancy related clusters from ME2 (Figure S9A-B). Interestingly, the SL biosynthesis gene *CCD7* and transporter *PDR1* were found in ME4 (Figure S8B). Overall, the co-expression analyses were able to distinguish the differences between buds at different positions from both RNA-seq experiments and to identify the P response module when the plants were transferred from low P to high P conditions.

## Discussion

### Petunia basal and apical axillary buds possess different phenotypic and transcriptomic profiles

We used transcriptome data from axillary buds located at different positions to identify genes likely to be involved in controlling the potential for bud outgrowth. Our data showed that the basal axillary buds (especially bud 2) are very different to the apical axillary buds (e.g., buds 6 and 7) not only in their development (Fig. 1 and Figure S1) but also in their transcriptome profiles (Fig. 2 and Figure S3). We also showed that the transcriptome changes caused by growth promoting conditions (e.g., high P) on apical axillary buds can be detected 24 h after transferring the plants from low P to high P medium.

The number of DEGs between bud 2 and bud 6 was sizable and largely in line with comparisons between growing and non-growing buds from other species, such as grape and kiwifruit [56, 66]. Almost all the cell cycle- and growth-related genes that were differentially expressed between bud 2 and bud 6 or 7 were highly expressed in buds 6 and 7, including *PCNA2*, *GRFs* and their interacting factors (*GIFs*), and many cell cycle genes (*CDKs* and *CYCs*) in both RNA-seq experiments (Fig. 3 and Table S1). Furthermore, transcripts associated with auxin and CK synthesis, signaling or response were more abundant when compared with the basal axillary buds. Similar findings were observed in growing axillary buds in *A. alpina*, kiwifruit and grape [55, 56, 67]. Cao et al. [68] also found that IAA (auxin) and CK levels in axillary buds were elevated significantly 3 h after decapitation in pea. By contrast, in petunia, the basal axillary buds, especially bud 2, had more transcripts from genes associated with responses to stress and external challenges, and catalytic and transcription activities (Fig. 2G and Figure S3B). The transcripts of WRKY TF, NAC TF, HEAT STRESS TF and LEA family members were more abundant in these buds (compared with buds 6 and 7, Table S1), which was consistent with the findings in dormant buds of grape and kiwifruit (Fig. 5) [56, 66, 67]. These gene families are generally thought to play a role in stress tolerance and response [69–72]. The transcripts of SL synthesis, transport and signaling genes were generally more abundant in bud 2 compared with bud 6 or 7 in experiments 1 and 3 (Fig. 3), supporting their inhibitory role in branching. The transcripts of ABA related genes were upregulated strongly in bud 2 (Fig. 4), implying a higher level of ABA in these buds or a greater sensitivity to ABA. Studies from other species had similar results from axillary buds entering/during dormancy or that had dormancy induced using low R:FR treatments [10, 56, 66, 67].

When we compared the genes that were upregulated in petunia bud 2 to genes that were upregulated in dormant buds from *A. alpina* and kiwifruit, we found many genes in common, including a number of ABA, stress and dormancy related genes (Fig. 5, Tables S7, S9 and S11). Also, many of the homologs of Arabidopsis dormancy genes [54] were highly expressed in bud 2 relative to bud 6 (Table S6). Together, our data suggested a different regulatory network of hormone and metabolite synthesis and signaling in axillary buds at different positions, and which led to the petunia apical axillary buds that were in most cases actively growing whereas the growth of basal axillary buds were suppressed.

### The growth suppression of petunia bud 2 is associated with carbon starvation

It has been suggested that carbon limitation and preservation could be a reason why buds enter into or stay in dormancy [47] and sugars are known to be required for shoot branching [73]. Many reports have characterized carbon starvation genes, such as *DRM1*, *SENESCENCE1* (*SEN1*), *ASN1/DIN6*, *EXORDIUM-LIKE1* (*EXL1*) and *LYSINE-KETOGLUTARATE REDUCTASE* (*LKR*) [74–77]. In addition, a report found that inducing the expression of AtKIN10 resulted in gene expression profiles of Arabidopsis protoplasts appearing similar to those altered either by carbon starvation conditions or sugar treatments [59]. In petunia bud 2, several of these carbon starvation genes were upregulated (Figure S6 and Table S13). Furthermore, many genes were in common between the AtKIN10-induced genes and genes that were upregulated in bud 2, including genes involved in sugar metabolism, signaling and transport (Fig. 6 and Table S13).

Tarancón and colleagues [47] used a set of dormancy associated genes [54] to identify co-regulated genes, grouping them into four gene regulatory networks (GRNs) and finding they were enriched with genes corresponding to carbon starvation response. Forty-four petunia homologs of these dormancy genes were differentially and highly expressed in bud 2, with most of them belonging to GRNII (ABA related) and IV (sucrose starvation response) (Table S6). These analyses suggest the growth suppression of bud 2 was correlated with a limited supply of carbon (i.e. C starvation). Presumably this limitation is due to restricted supply into the buds, particularly as undeveloped buds tend to not have well established vasculature connecting to the rest of the plant.

It can be difficult to determine whether carbon starvation is the cause or one of the consequences of the inhibition of growth. In our experiments, petunia plants had sufficient light and nutrients, but some buds still did not grow, presumably as one mechanism to safeguard against possible loss of stem tissues. Decapitation above node 3 in WT petunia led to outgrowth of buds 1–3 and even axillary buds from the cotyledons (Figure S1A), suggesting it is less likely that the dormancy of bud 2 was caused by global carbon limitation, as the decapitated plants only had three small leaves to supply energy compared with the intact plants. It is expected that there are other factors that contribute to the dormancy of bud 2, including branching inhibitory hormones (SL and ABA), competition for resources from other organs [42, 78], and maximization of light capture [79]. The observation that buds 2 and 3 can grow out after decapitation (Figure S1A) and in SL mutants [7], indicates that these buds are dormant only under standard conditions. If this is the case, carbon starvation perhaps is a consequence of the growth suppression of these buds.

### ABA likely contributes to growth suppression of axillary buds, especially under limited nutrient supply

Petunia SL mutants have increased branching compared with WT plants; however, branching can be reduced when the plants are grown in nutrient deficient conditions (both phosphate and nitrogen) [25], suggesting there is additional control, apart from SL, for shoot branching. It has long been suggested that auxin and CK play an antagonistic role in branching; however, the role of ABA in branching has not been intensively investigated until more recently [10, 27, 52]. Under limited nutrient supply, SL production (at least in plant roots) is increased, which also likely contributes to a reduction in branching [25, 80, 81]. Reports on the connection between nutrient supply and ABA levels in plants were far and few between until recently. Zhang et al. [53] showed that P starvation increased the expression of ABA biosynthesis genes and ABA content in Arabidopsis seedlings.

This potential link between P starvation and ABA signaling in plants is consistent with our data. We found that transcript levels of many ABA-associated genes changed in response to P level, suggesting ABA might contribute to branching regulation during nutrient limitation (Fig. 4 and Figure S5). We did not see this response in the first experiment as it was unlikely the plants were undergoing P starvation at the time samples were taken for RNA analysis (Fig. 4A). However, in the third experiment, where the plants started in low P medium, the transcript abundances of many ABA-associated genes were reduced significantly after only 24 h of high P treatment compared with the expression from plants that remained in low P conditions.

There is evidence suggesting ABA acts downstream of SL in branching regulation in Arabidopsis and rice [27, 52]. González-Grandío et al. [27] reported that induced expression of *BRC1* increased the expression of *NCED3* and ABA levels in Arabidopsis seedlings and ABA application to rice SL mutants inhibited the growth of axillary buds [52]. However, in tomato ABA biosynthetic mutants, the expression of *CCD7* and *CCD8* was suppressed, and the SL levels were also reduced, suggesting a role for ABA in regulating SL biosynthesis [50].

Our data provide some support for the hypothesis that ABA modulates branching at least partially independently of SL/BRC1 signaling because many ABA-related gene transcripts had greater than 2-fold changes between P treatments in the third experiment (Figs. 3 and 4), but not a significant change in *BRC1* transcript levels. These results might explain why the SL mutants remain responsive to nutrient limitation [25]. In addition to SL and ABA, other hormones, especially CK, may contribute to this nutrient response [4, 23, 82, 83]. In our data, we found the transcript levels of *LOG8* and several CK response genes were significantly upregulated in buds 6 and 7 after 24 h of high P in the third experiment (Figure S4). Additionally, the transcripts of some of these genes were not significantly different between buds under the initial P limitation but became significantly different between bud 2 and bud 6/7 after 24 h of high P (Figure S4).

## Conclusions

Our work aimed to understand why some axillary buds are able or unable to grow even under favorable conditions and to identify genes that may be involved in promoting or inhibiting bud outgrowth. We showed that the phenotypic data correlated with the transcriptome differences between basal and apical axillary buds in petunia. Our data indicated that limited P supply increased the transcript abundance of ABA-associated genes in apical axillary buds, suggesting the branching suppression effect of low P might be mediated partially through ABA level in the buds. Higher transcript abundance of ABA- and dormancy-related genes within the basal axillary buds could explain the growth suppression of these buds and the growth suppression was correlated with a limited supply of carbon to these buds. Studying the branching pattern of mutants that are lacking SL and ABA signaling would provide evidence in understanding how SL and ABA coordinate the suppression of bud outgrowth. Candidates that were identified in this work will be the focus of future work to investigate their ability to alter shoot branching.

## Materials and methods

### Plant material and growth conditions for hydroponic experiments

All plants used in this work were the standard laboratory variety *Petunia hybrida* (inbred line V26) as previously described [25], with seed generated as needed in this laboratory. These plants were grown following protocols previously described [25]. In brief, seeds were germinated on seed raising mix (Dalton, Matamata, New Zealand) with a thin layer of vermiculite. When the seedlings were about 18 days old, around 90 similar size seedlings were transferred into individual baskets with clay balls and suspended in a 20 L container (four containers in total) containing hydroponic solution (nutrients as per [25] with either high phosphate, 250 µM; or low phosphate, 5 µM; depending on the experiment) with continuous aeration. The pH of the hydroponic solution was checked every two days and maintained at around 5.7.

The hydroponic experiments were carried out in a glasshouse unit at 22–24 °C with natural lighting (in Auckland New Zealand) and supplemented from LED lights (model LX601c, Heliospectra, Gothenburg, Sweden). The supplemental lighting was turned on from 5 to 10 pm and 6 to 9 am each day to maintain a relatively stable long day condition. The photon flux density was measured on two occasions. The first measurement was on an overcast morning around 8.30 am with the LED lighting: the photon flux densities of six positions on the bench where the plants were located was between 213 and 384 µmol m^− 2^ s^− 1^, with an average flux of 309 µmol m^− 2^ s^− 1^. The photon flux density for the second measurement was on a sunny afternoon (with non-direct sunlight): the densities for the same six positions ranged from 180 to 290 µmol m^− 2^ s^− 1^, with an average of 235 µmol m^− 2^ s^− 1^.

In total, three hydroponic experiments were performed from late June to early October 2020. All hydroponic solutions contained a range of nutrients with either high or low phosphate [25]. In the first two experiments, about 90 petunia seedlings (18 days old) were transferred into medium containing high phosphate (high P, 250 µM), and later were split into two groups once the plants had developed 9–10 true leaves (16–18 days in hydroponics). One group was transferred into fresh high P solution and the other group was transferred into low P (5 µM) solution. In the third experiment, a similar number of seedlings (18 days old) were transferred into low P solution and grew until they developed 9–10 true leaves (18 days in hydroponics). They were then split into two groups; one group was transferred into fresh low P solution and the other group was transferred into high P solution.

### Petunia branching phenotype from hydroponic experiments

Most of the plants from these experiments were used for tissue collection and subsequent RNA-seq. Seven to eight plants from each group were kept intact in their solution for phenotyping one week after the plants were transferred into fresh high P and low P solutions. Branch growth from each group was measured by counting the number of leaves (> 5 mm length) visible on the axillary bud/branch at each node along the main stem of the plant. In the first experiment, the number of leaves was recorded from buds at nodes 2, 3, 6–8. For the second and third experiments, the number of leaves was counted from nodes 1 to 10.

### Tissue collection, RNA extraction, and RNA-seq

For all three experiments, axillary buds from nodes 2, 3, 6 and 7 were excised using a scalpel at 3 and 24 h after transferring to fresh solutions and placed immediately into liquid nitrogen. Three biological replicates were collected, with each replicate consisting of a pool of axillary bud tissues from 6 to 7 plants. For each experiment, a total of 48 samples were collected: two time points (3 and 24 h), two treatments (high P and low P), three replicates, and four bud positions (bud 2, 3, 6 and 7).

Frozen tissues from the first (high-to-low P) and third (low-to-high P) experiments were ground into fine powder using a plastic pestle in a 1.5 mL tube. Total RNA was then extracted from the powder using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO, USA) according to the instruction manual and treated with DNase using On-Column DNase I Digestion Set (Sigma-Aldrich, St. Louis, MO, USA). The quantities and purity of the extracted RNA samples were measured using a NanoDrop™ 1000 Spectrophotometer (Thermofisher, Waltham, MA, USA) and RNA integrity was checked using the RNA 6000 Nano kit and a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). RNA samples were dried within RNAstable tubes (Biomatrica, San Diego, CA, USA) or GenTegraRNA tubes (GenTegra, Pleasanton, CA, USA) for shipping to the sequencing provider.

All 48 RNA samples from the first experiment were shipped to AGRF (Australian Genome Research Facility, Melbourne, Australia) for library construction and 100 bp paired-end sequencing on a NovaSeq 6000 platform using a single lane of S4 flow cell (Illumina Inc., USA), which generated over 45 million reads depth per sample. For the third experiment, only 24 of the RNA samples (the 24 h time point samples) were sent for sequencing on the same platform with 150 bp paired-end on one lane of a S4 flow cell. This was due to the data from the first RNA-seq suggesting there were few transcriptomic differences between high and low P treatments 3 h after medium switching. The reads depth for this sequencing were close to or above 100 million per sample.

### Petunia decapitation experiment

Petunia WT seeds were germinated and grown on seed raising mix (Dalton, Matamata, New Zealand) with a thin layer of vermiculite. The seedlings were transferred into individual pots with potting mix two weeks after sowing and watered every 3–4 days with tap water. The decapitation experiment was carried out four weeks after sowing. Plants in these two groups (decapitation and intact) were at a similar developmental stage, with on average 7.1 and 6.8 leaves (n = 8 and 10) on the main stem, respectively (*p* = 0.48). For plants receiving decapitation treatment, the stem above node 3 (from the base) was removed. Branch growth (as number of leaves > 5 mm on each bud) of both groups was measured on day 5, day 8 and day 12 after decapitation.

### RNA-seq data processing

Raw RNA-seq data were processed using a Nextflow pipeline, nf-core (https://nf-co.re/rnaseq, version 1.4.2 for experiment 1 and version 3.0 for experiment 3). It used Trim Galore (version 0.6.6) (https://github.com/FelixKrueger/TrimGalore) to trim low-quality bases and adapters (Quality cutoff: 20; and Minimum sequence length: 20 bp). The pipeline subsequently checked the quality of raw data using FastQC, and performed genome alignment and quantified data using Salmon, with automatic library type detection [84]. The results from the QC of each sample were collated using MultiQC (version 1.9) [85] to allow easy comparison of QC metrics between all samples. The reads were aligned to the *Petunia axillaris* genome [86]. The normalized counts and DEGs between various contrasts were produced by DESeq2 [87], using the ashr shrinkage method [88]. Significant DEGs used a cut-off of 2-fold changes and adjusted *p*-value (padj) < 0.05. PCA plots and expression heatmaps were also generated from DESeq2 package after log transformation.

### Venn diagrams and GO enrichment analysis

The Venn diagrams were generated from Venny(https://bioinfogp.cnb.csic.es/tools/venny/*).* The petunia RNA-seq data used here are from the DEGs between bud 2 and bud 6 (high P samples) from the first experiment. *Arabis alpina* DEGs were obtained from the comparison between V2 (dormant) and V3 (growing) buds 5 days post vernalization [55]. The kiwifruit DEGs (>|2|-fold, padj < 0.05) were generated from a contrast between growing axillary buds in December (summer) and dormant buds in June (winter) using DESeq2 package. Arabidopsis data are derived from lists of genes that were either upregulated or downregulated by expression of *AtKIN10* in protoplasts [59].

GO enrichment analysis was carried out with TBtools [89]. Analysis settings included: multi-test adjustment method, BH (FDR); significant level, padj < 0.05; and gene ontology type, plant GO slim. Genes that are significantly differentially expressed (>|2|-fold, adjusted *p*-value < 0.05) between bud 2 and bud 6 were used for GO analysis.

### Gene expression by digital droplet PCR

First-strand complementary DNA (cDNA) samples were synthesized in 20 µL reactions using 0.5 µg of RNA with iScript Reverse Transcription Supermix (Bio-Rad, Hercules, CA, USA) following the manufacturer’s instructions. The cDNA samples were then diluted to 250 µL with water and the relative gene expression performed using a QX200 Droplet Digital PCR system (ddPCR, Bio-Rad, Hercules, CA, USA). Each reaction consisted of 4 µL of the diluted cDNA, 11 µL of EvaGreen supermix (Bio-Rad, Hercules, CA, USA), 100 nM of gene specific primers and water (total 22 µL) and was set up in a 98-well plate. The PCR conditions were as follows: initial denaturation at 95°C for 5 min, 40 cycles of denaturation at 96°C for 30 s, annealing and extension at 58°C for 45 sec, and signal stabilization at 4°C for 5 min and at 90°C for 5 min. No template controls (NTCs) for each target gene and two reference gene controls (GAPDH and ACTIN2) were assembled on the same plate for each run. Primers used for ddPCR include PhPT1 (5’-GGCAACTAATGACATGTCCA-3’ and 5’-GAACAAACCGAAGTCATTGC-3’), CDKB1 (5’-TTAGGAACCCCAACTGAGCA-3’ and 5’-GGAACATGAGAGGCCAAGTT-3’), DAD2 (5’- TAGGTGGGAAGAACACAGTGC-3’ and 5’-CCTATGTGAAAGAGCTCTTCTCAACTC-3’), TCP3 (5’- TGCAGTCAAGGAGCTGGAAG-3’ and 5’-TATCATTTGTGGCAGATTCGTC-3’), SPX2 (5’-GGAAGTTCAACTGTTAGCGA-3’ and 5’-TCGACCACTGGACTATTCTT-3’), SPX3 (5’- GAGAACAGGTGGATTACTGC-3’ and 5’-ATGGTGCTTTCACACTCTTT-3’), GAPDH (5’- GACTGGAGAGGTGGAAGAGC-3’ and 5’-CCGTTAAGAGCTGGGAGAAC-3’), and ACTIN2 (5’- CCTGATGAAGATCCTCACCGA-3’ and 5’-CAAGAGCCACATAGGCAAGCT-3’).

### Co-expression WGCNA analysis

Normalized counts from the 24 h time-point samples were used for WGCNA co-expression analysis [62]. The genes were filtered by a mean count of > 50 with only the top 25% most varied genes being used for network construction. Parameters for the network construction include: power = 12 (for the first experiment) or 16 (for the third experiment), maxBlockSize = 10,000, networkType = “signed”, TOMType = “signed”, minModuleSize = 30, corType = “pearson”, and mergeCutHeight = 0.1. Two big modules (~ 2000–3000 genes) from each experiment were clustered into smaller clusters using hierarchical clustering (method: complete) in R. The modules and clusters were exported to Cytoscape (https://cytoscape.org/, version 3.9.1) for visualization.

### Statistical analysis

Unless otherwise specified, statistical analysis was performed in R (version 3.6.0–4.0.0). A generalized linear model (GLM) was fitted with poisson distribution using the branch growth phenotype data and the statistical significance of the P treatment and P effect on each bud was calculated using Analysis of Variance (ANOVA) and post-hoc Tukey’s honestly significant difference (HSD) test, which corrects the Type I error rates from multiple comparisons. For transcript levels from RNA-seq, GLM was used unless the expression data were skewed, in which case the data were log2 transformed and a linear model was fitted. The statistical significance between samples was calculated using ANOVA and post-hoc Tukey’s HSD tests.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

The datasets generated and/or analyzed during the current study are available either in supplemental data files or in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) data repository (accession number GSE237985).

# Supplementary material for: Transcriptomic analysis implicates ABA signaling and carbon supply in the differential outgrowth of petunia axillary buds
**Source:** BMC Plant Biol. 2023 Oct 10;23:482. doi: 10.1186/s12870-023-04505-3
**Supplement:** Supplementary file 7 — Supplementary Material 7

Supplementary Figures 1-9

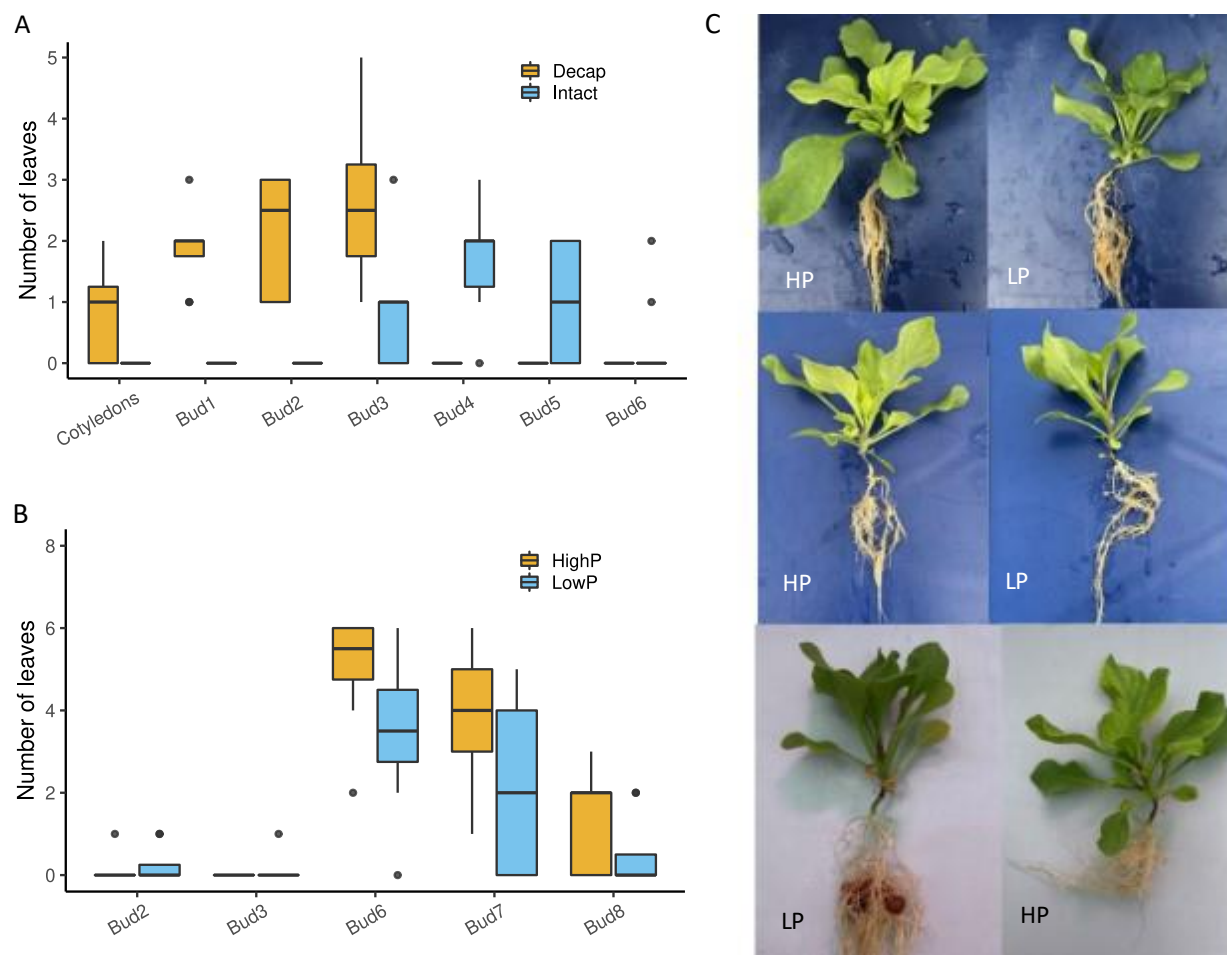

Figure S1. The branch growth of buds at different positions on the main stem were very different, and the growth was affected by P conditions.

A, the branch growth of intact (Intact) and decapitated (Decap) plants 33 days after germination and 5 days after decapitation. Plants between these two groups were at a similar developmental stage (similar number of leaves on the main stem) before decapitation and for the decapitation treatment, the stem above node 3 was removed. Error bars indicate SEM, $n = 8-10$.

B, branch growth (measured as number of leaves > 0.5 cm in length of buds 2 and 3, and buds 6-8) from the first experiment, where plants were grown in high P for 2-3 weeks then split into two groups. One group went into fresh high P, while the other group was transferred to low P media. The branching phenotype (numbers of leaf on each node) was measured at 7 days after the change of media.

C, representatives of plants at the time of phenotyping, 7 days after transferring into new media. The top and middle panels were from the first and second experiments (experimental conditions stated as above, HP: a plant that was transferred to high P, LP: a plant was transferred to low P), and the bottom panel was from the third experiment (conditions stated in Figure 1, LP: a plant that was transferred to low P, and HP: a plant was transferred to high P).

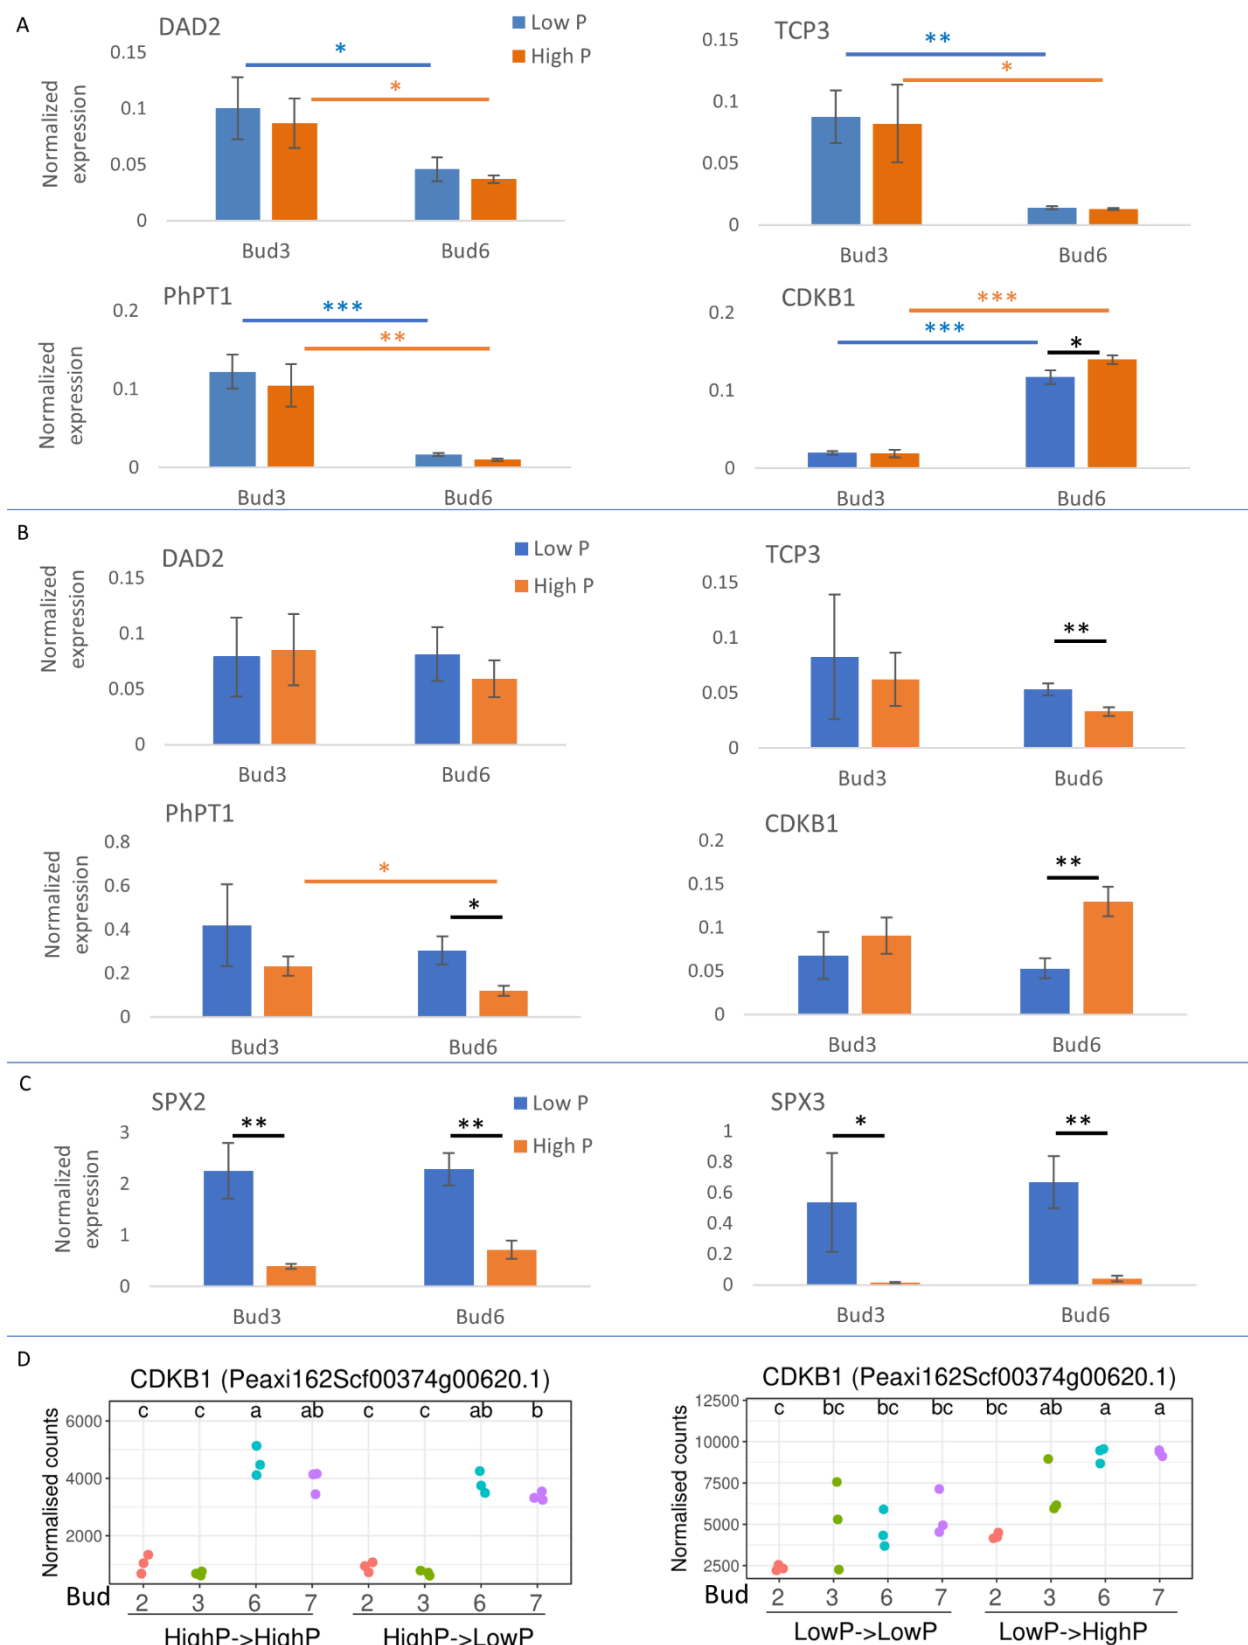

Figure S2. Transcript levels of a selection of genes from ddPCR and RNA-seq.

A – C, ddPCR of the 24 h samples of bud 3 and bud 6 from the first experiment (A) and from the third experiment (B and C). The values were normalized to the geometric mean of two reference genes, *ACTIN* and *GAPDH*, and the error bars are standard deviation ($n = 3$). The statistical significance between bud 3 and bud 6 and between P treatments on each bud were calculated using t-tests and the level of significance is indicated as follows: n.s., not significant; *, $p < 0.05$; **, $p < 0.01$; and ***, $p < 0.001$. D, transcript levels of *CDKB1* from the first experiment (left) and from the third experiment (right). The normalized counts were obtained from the R package DESeq2. The different letters refer to the significance ($p < 0.05$) between samples calculated with Tukey Honest Significant Differences method (Tukey HSD).

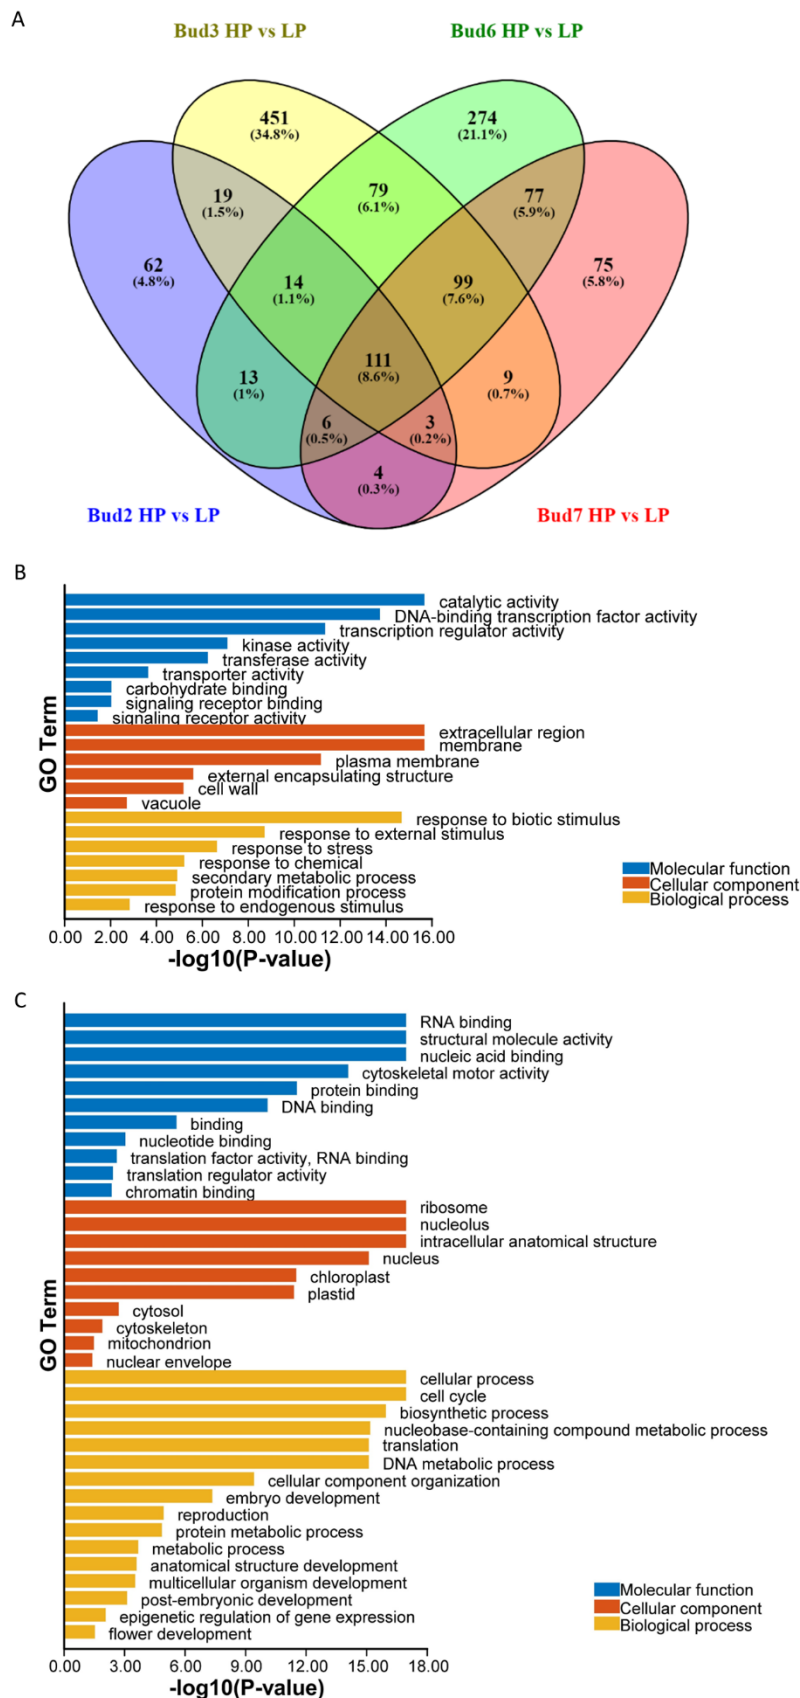

Figure S3. Venn diagram, GO enrichment, and KEGG pathway analyses.

A, Venn diagram of DEGs from the third experiment between high P and low P at 24h time-point on each bud position. The DEGs were generated with R package DESeq2 and the Venn diagrams were generated from Venny (<https://bioinfogp.cnb.csic.es/tools/venny/>).

B and C, GO enrichment analysis on genes that were highly expressed (fold changes > |2|, padj < 0.05) in bud 2 (B) and bud 6 (C) at 24 h time-point of low P condition (starting condition) from the third experiment. GO type, plant GO slim; statistical test method, Fisher; multi-test adjustment method: Yekutieli (FDR under dependency); significance level, 0.01.

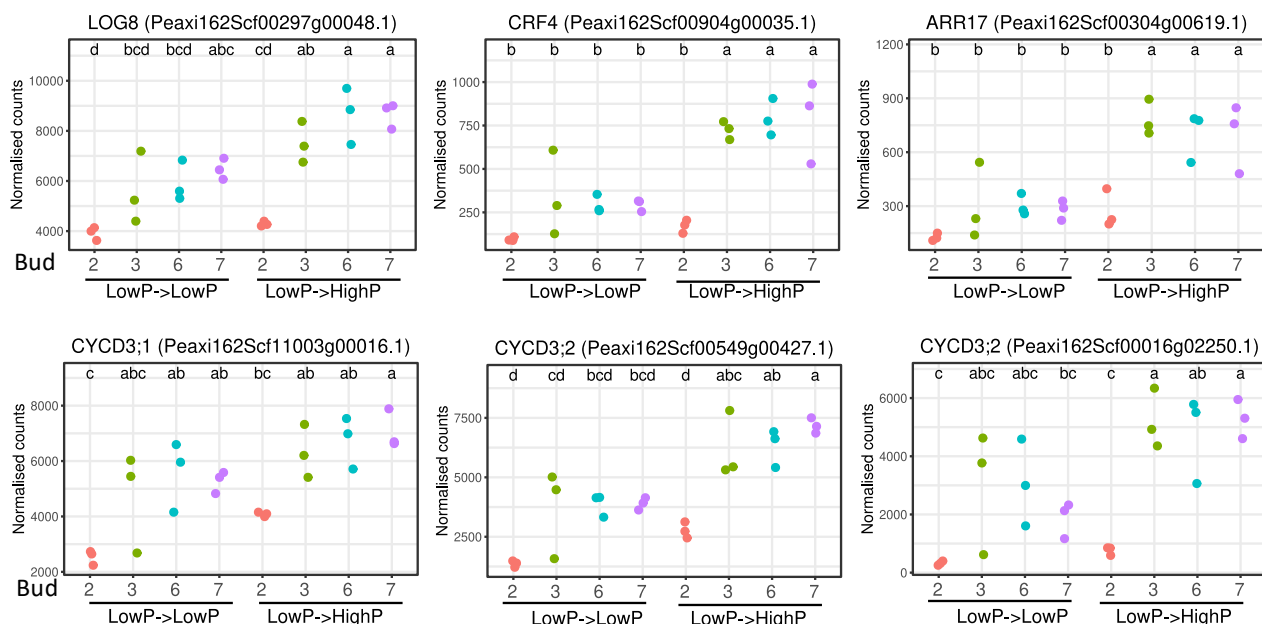

Figure S4. Expression of CK and cell cycle related genes that responded to high P at the 24 h time-point in the apical buds from the third experiment.

There are two *CYTOKININ RESPONSE FACTOR4* (*CRF4*) and two *RESPONSE REGULATOR17* (*ARR17*) homologs (only one is shown here) and all showed a similar pattern, in which the expression did not differentiate in low P between bud position but became significantly differentiated (>2-fold changes) between bud 2 and other buds after switching to high P for 24 h. The expression of *LONELY GUY8* (*LOG8*) and *CYCLIN D3;2* (*CYCD3;2*) were not different by more than 2-fold between buds and treatment, but the expression between high and low P on bud 6 were significantly different. The expression of *CYCD3;1* showed an increasing trend for all buds in the high P compared to the low P conditions, however, the differences were not significant. 

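*CYCD3;1* in the third experiment had higher means in high P in every bud, none past the test. Normalized counts in low and high P were 2539 ± 263 and 4081 ± 80.9 in bud 2, 5569 ± 1265 and 6744 ± 935 in bud 6, and 5275 ± 398 and 7070 ± 706 in bud 7 (mean ± SD, n = 3). Log2 fold changes ran from 0.29 ± 0.22 in bud 6 to 0.69 ± 0.22 in bud 2 (± SE), and the smallest adjusted p by limma was 0.0507. *CYCD3;2b* passed the test in bud 7, at 1.55 ± 0.53, and not in buds 2 and 3, at 1.24 ± 0.53 and 1.22 ± 0.53.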

The normalized counts were obtained from the R package DESeq2. The different letters refer to the significance ($p < 0.05$) between samples calculated with Tukey Honest Significant Differences method (Tukey HSD).

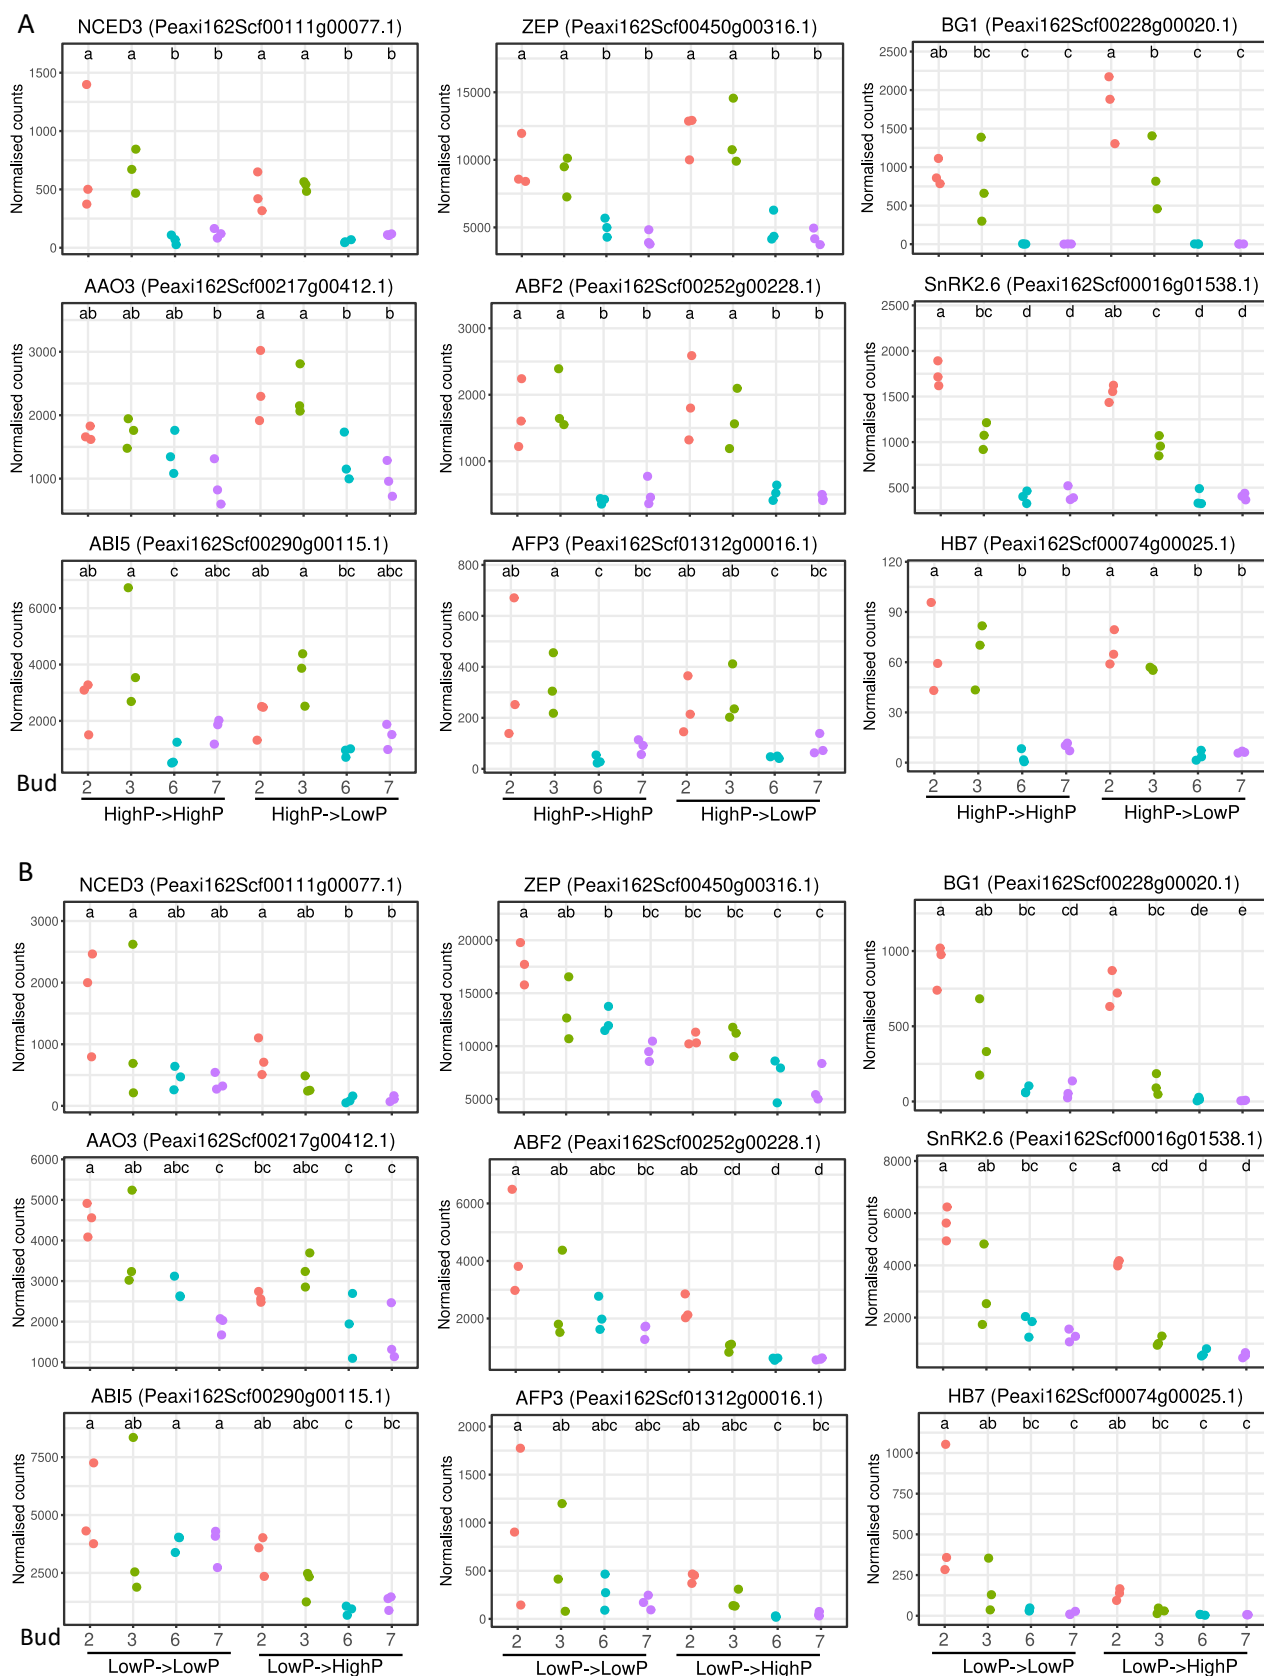

Figure S5. ABA synthesis, signaling, and response gene expression in petunia axillary buds.

A, expression pattern from the first experiment, and B, expression from the third experiment. Selected genes include *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE3* (NCED3), *ABSCISIC ALDEHYDE OXIDASE3* (AAO3), *ABA INSENSITIVE5* (ABI5), *ZEAXANTHIN EPOXIDASE* (ZEP), *ABSCISIC ACID RESPONSIVE ELEMENTS-BINDING PROTEIN2* (ABF2), *ABI FIVE BINDING PROTEIN3* (AFP3), *BETA-GLUCOSIDASE1* (BG1), *SNF1-RELATED PROTEIN KINASE2.6* (SnRK2.6), and *HOMEBOX7* (HB7). The normalized counts were obtained from the R package DESeq2. The different letters refer to the significance ($p < 0.05$) between samples calculated with Tukey HSD.

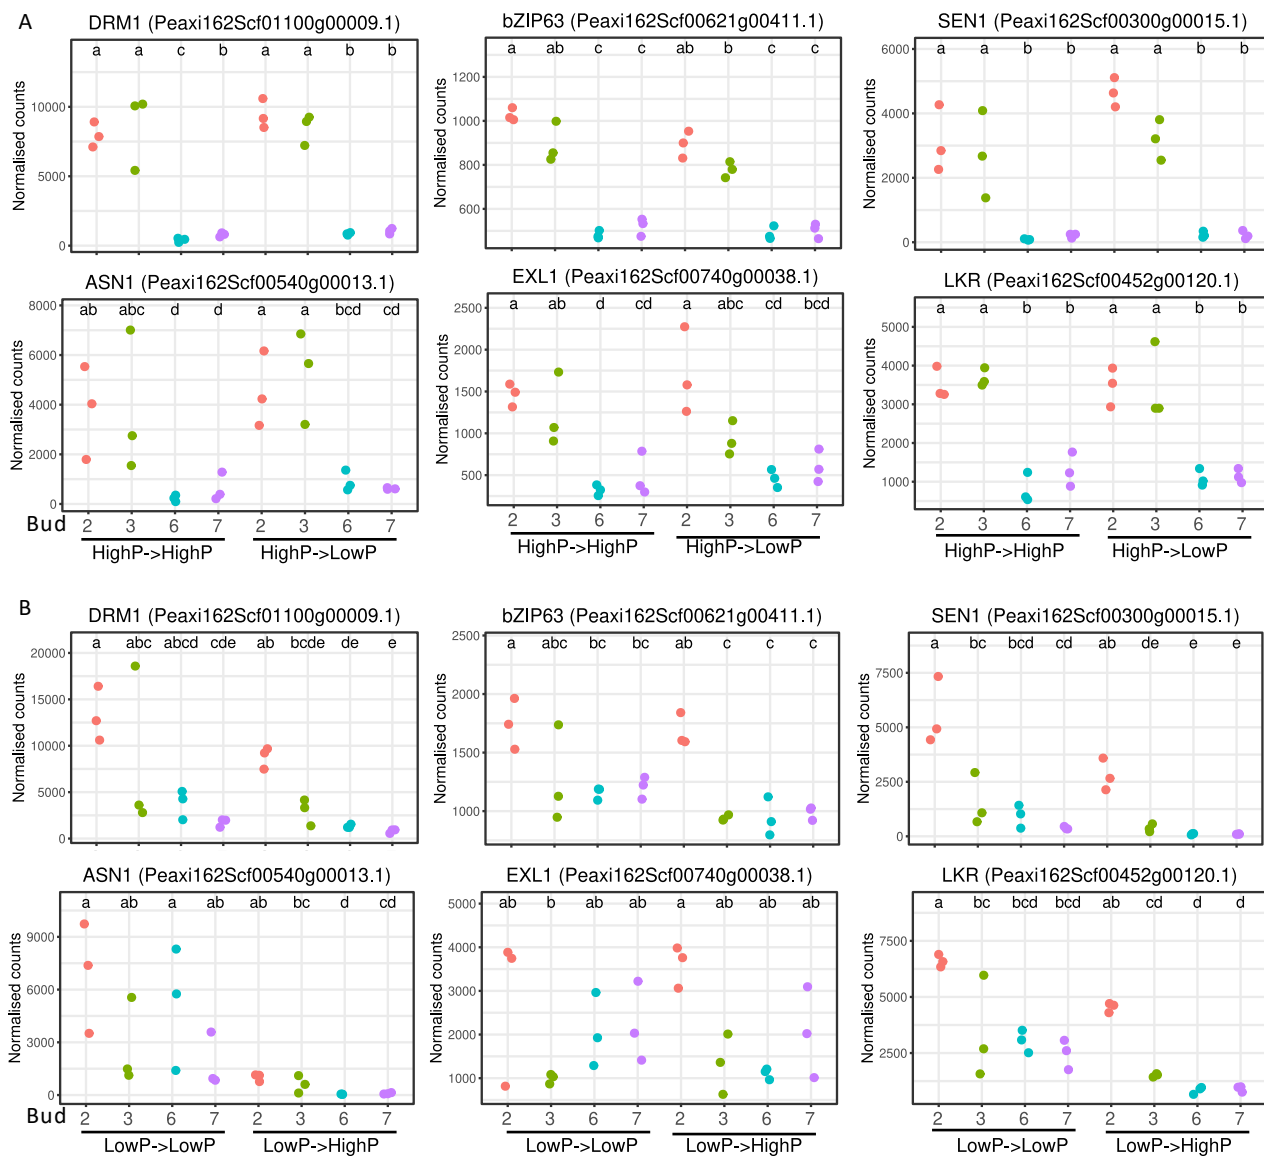

Figure S6. Expression patterns of some dormancy and C starvation related genes from the first experiment (A) and the third experiment (B).

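Carbon-starvation marker genes were higher in bud 2 than in bud 6 in experiment 1, and some of them fell with high P in experiment 3. *SEN1* had 3125 ± 1033 normalized counts in high P bud 2 of experiment 1 and 85.1 ± 21.1 in bud 6 (n = 3), and *ASN1* had 3787 ± 1883 and 228 ± 129. *LKR*, which begins lysine breakdown, had a log2 fold change of −2.24 ± 0.27 (± SE), *EXL1* of −2.20 ± 0.32 and the transcription factor gene *bZIP63* of −1.09 ± 0.09. With *DRM1*, all 6 marker genes fell in high P and 5 in low P of experiment 1, and 5 and 3 of them in high and low P of experiment 3, also when adjusted over the list alone. High P in experiment 3 lowered 3 of the 6 in bud 6, 3 in bud 7, 1 in bud 2 and 2 in bud 3, or 4, 3, 1 and 2 when adjusted over the list alone. Leaving out 1 library of the comparison can bring the counts in buds 2 and 3 to 0. Among them *ASN1* was the most lowered by high P, by 6.44 ± 0.79 in bud 6, 4.04 ± 0.79 in bud 7 and 2.67 ± 0.79 in bud 2. *LKR* fell by 1.85 ± 0.31 in bud 6. *EXL1* and *bZIP63* did not pass the test for phosphate in any bud. The genes were picked by the study from these data, so their shares are not independent evidence.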

Selected gene include *DORMANCY-ASSOCIATED PROTEIN1* (DRM1), *BASIC LEUCINE ZIPPER63* (bZIP63), *SENESCENCE1* (SEN1), *GLUTAMINE-DEPENDENT ASPARAGINE SYNTHASE1* (ASN1), *EXORDIUM LIKE1* (EXL1), and *LYSINE-KETOGLUTARATE REDUCTASE* (LKR).

A

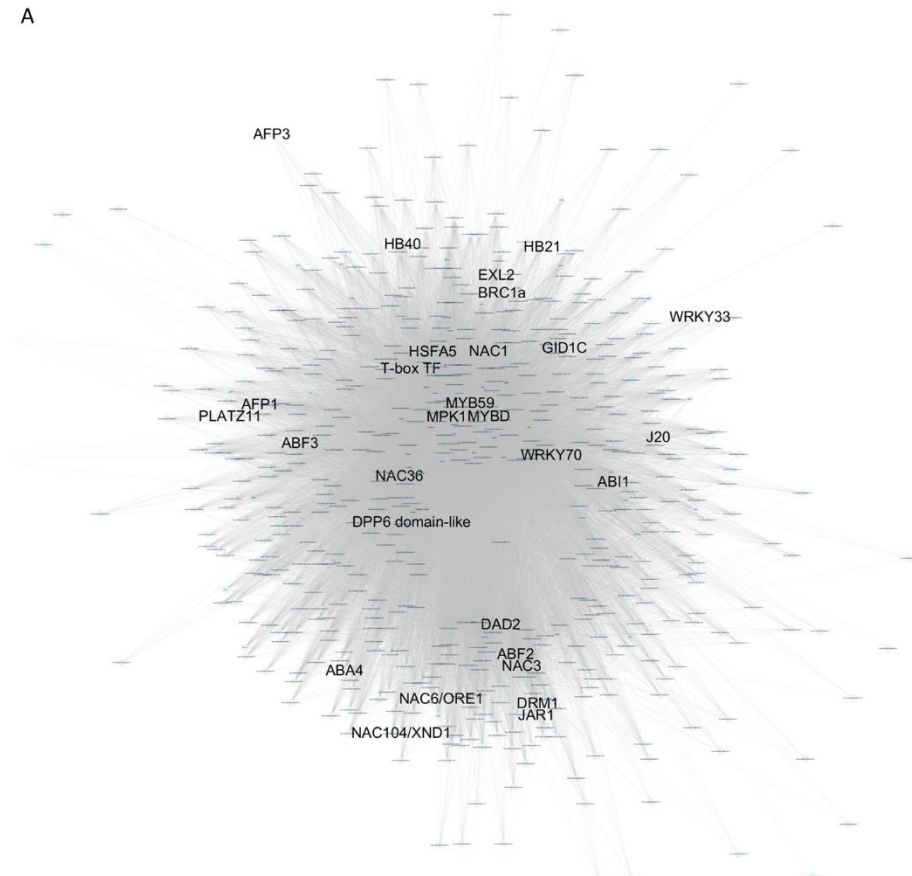

B

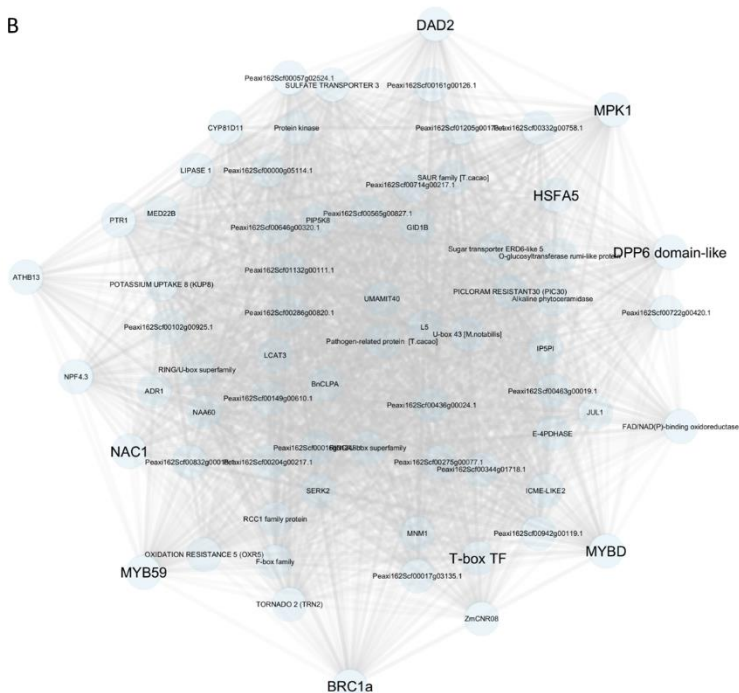

Figure S7. Co-expression analysis with WGCNA for the first experiment between bud 2 and bud 6

A, a network of dormancy genes (cluster 1) from module 2. Some known dormancy and ABA-related genes, as well as some TF genes were highlighted with larger text.

B, a sub-network of genes connected to DAD2 and BRC1 from the dormancy cluster in A.

A

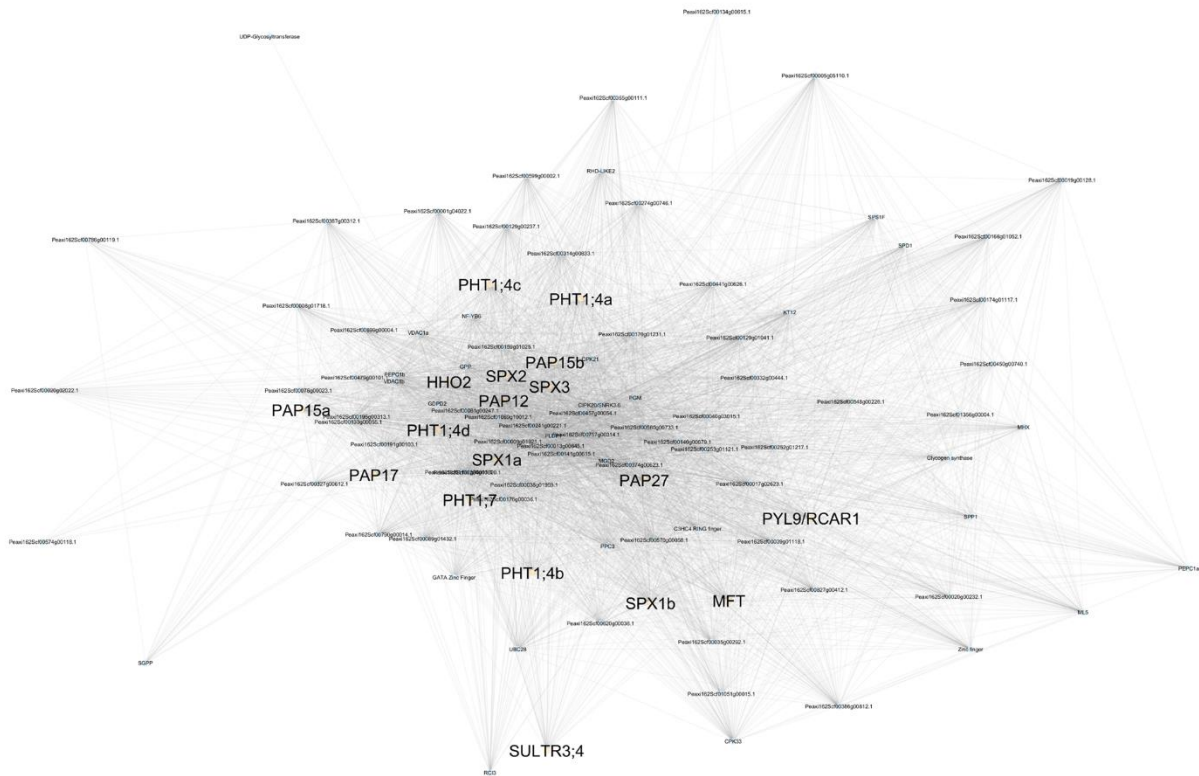

B

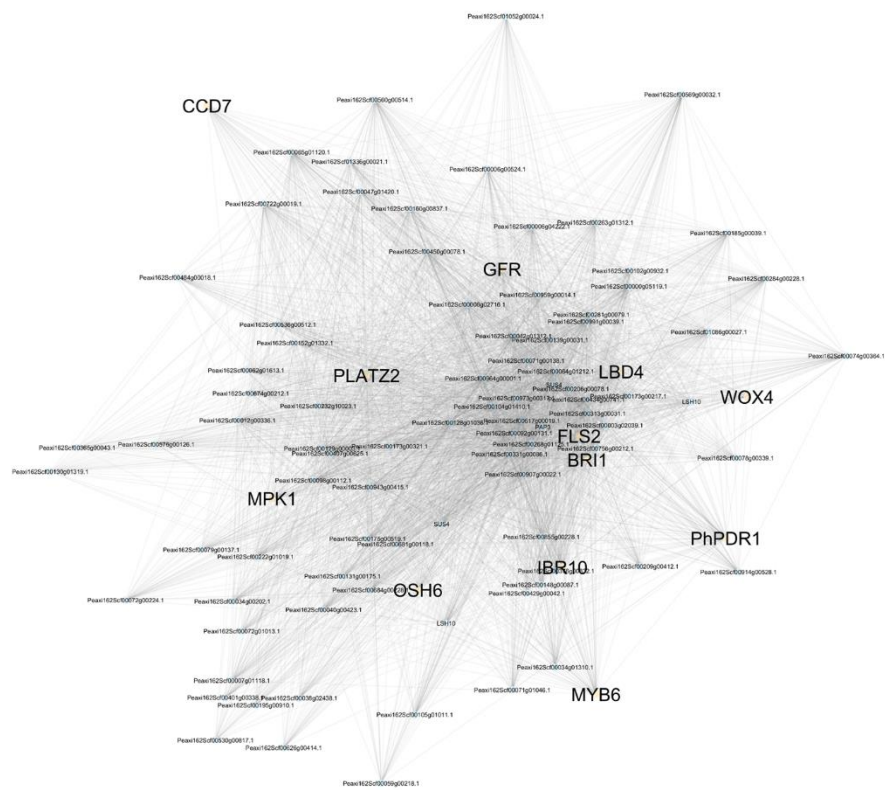

Figure S8. Co-expression analysis with WGCNA for the third experiment between bud 2 and bud 6

A, a phosphate related network from module 5 (ME5) in B (low to high P). The known P response and ABA-related genes were highlighted with larger text.

B, a module (ME4) that contains CCD7 and PhPRD1. Several transcription factors were highlighted with a larger text.

A

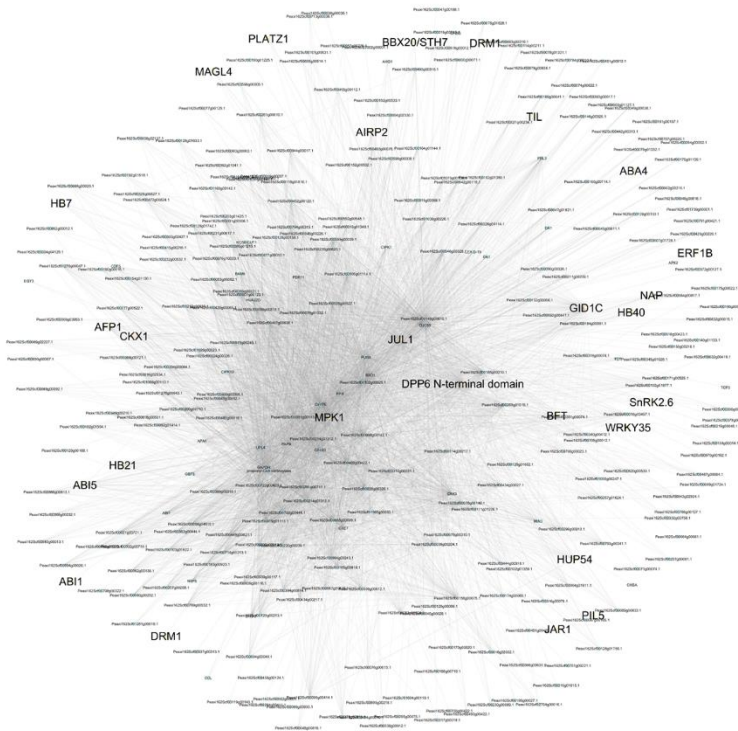

B

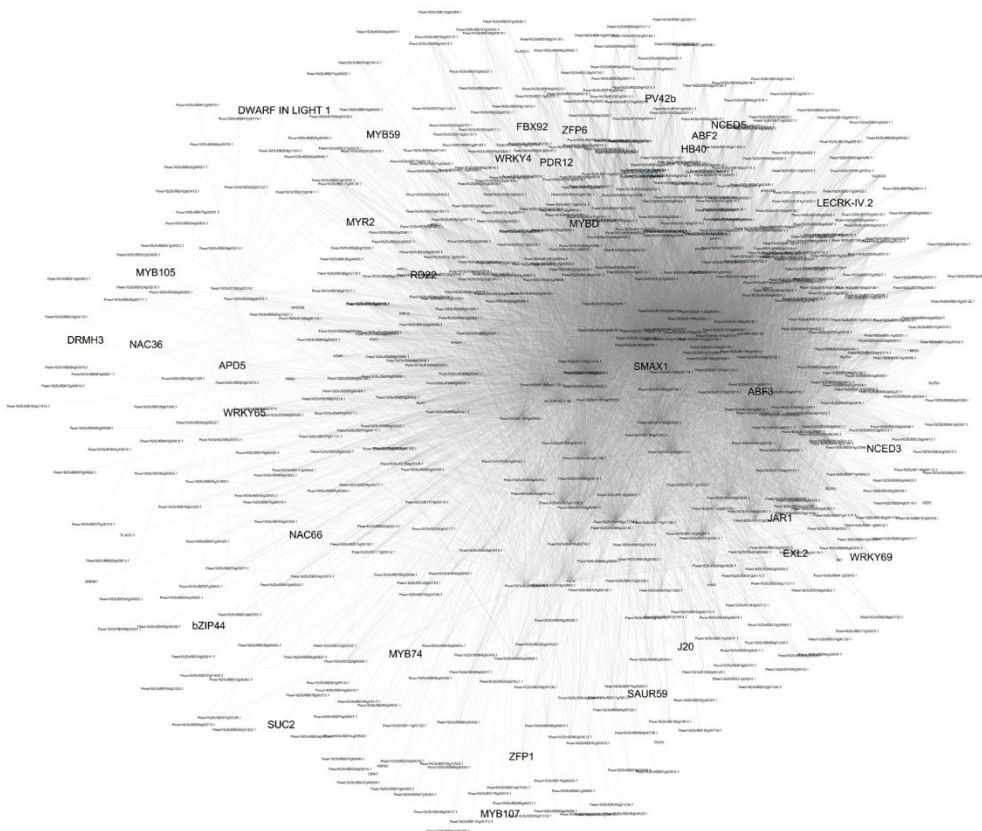

Figure S9. Co-expression analysis with WGCNA for the third experiment between bud 2 and bud 6

A and B, two dormancy clusters from the module ME2. Some known dormancy and ABA-related genes, as well as some TF genes were highlighted with larger text.

How the deposited data were processed for this re-analysis (not part of the article)

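The series holds normalized counts for 2 experiments, with 24 libraries in each, 3 for each of 8 groups of bud position and phosphate treatment. The deposited signal values were made by the authors, who trimmed reads with Trim Galore, quantified them with Salmon against the *Petunia axillaris* genome inside the nf-core/rnaseq pipeline, and normalized them with DESeq2 size factors. The authors' pipeline was nf-core/rnaseq 1.4.2 for experiment 1 and 3.0 for experiment 3, with Trim Galore 0.6.6 and MultiQC 1.9 as stated by the submitters. Each experiment was normalized on its own, so values were tested only within an experiment. Each replicate is a separate pool of buds from several plants.

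Whole reads could not be recovered from the normalized values, so tools for read counts were not used. Values were moved to a log2 scale after adding 1. Genes with a mean of at least 10 over the 24 libraries were kept, 22363 in experiment 1 and 22584 in experiment 3, and 21786 in both. The model has 1 mean for each of the 8 groups and was fitted to all 24 libraries with limma 3.58.1 in R 4.3.3, with a trend of variance on mean expression and Benjamini-Hochberg adjustment within each comparison. A gene was called when it differed by more than 2-fold with adjusted p below 0.05. The paper set the same values on fold changes shrunken with ashr, and those here are not shrunken. Comparisons were buds 3, 6 and 7 against bud 2 within each P treatment, low against high P within each bud, and the difference of the P effect between each of buds 3, 6 and 7 and bud 2. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

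Components were computed on the centred log2 values of all tested genes, and phosphate was tested on them by exact permutation of treatments within each bud. The permutations, also those for co-expression groups, treat pools of different buds as separate, though some such pools share plants. Co-expression groups came from average-linkage clustering of the 25% most variable genes with a mean of at least 50, in 6 groups. Overlaps were counted in the same direction and set beside the number independent lists would share. P comparisons of different buds share no library but come from the same treatment groups of plants, so they are not independent. For lists that share the bud 2 libraries, 20 simulations of unchanged groups were also made. These call a mean of 0.0167 and 0.100 genes per comparison in experiments 1 and 3, so their strongest genes were taken in lists of the real sizes, a step chosen after seeing the data. Such lists hold noise only, so their overlap does not measure what shared libraries add to real changes.

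Genes named in the text are those the paper names with an identifier, the 10 with the largest change in each direction among called genes with a mean of at least 100 in the higher group and a description in the parts of the study's tables used here, and at most 4 members of each fixed list. The fixed lists, 25 in all, come from the paper's figures and from descriptions in its supplementary tables. Values in those tables were visible when the lists were made. The 3 genes whose response to P differs between buds 6 and 2, and JAZ1, were named after their values were seen.

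The test, the thresholds, the lists, the naming rule and most alternatives were chosen before the data were examined. Leaving out low P bud 3 replicate 3 of experiment 3, or the high P replicate 1 libraries of experiment 1, was chosen after seeing the data. Alternatives covered the pseudocount, the filter, precision weights, scaling to the same upper quartile, quantile normalization, the replicate number as a block, a fit to the 6 libraries compared, the fold threshold, and leaving out each library.

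By the paper's plant numbers, each pool cannot have come from plants of its own, so some pools of different buds share plants. The paper does not say whether those are the pools with the same replicate number. Deviations from the group means were correlated between pools of the same number, and all 3 pairs exceeded 0.1 in 6 of 20 comparisons, which were high P buds 6 and 7 and low P buds 3, 6 and 7 against bud 2, and the P comparison of bud 2, all in experiment 1. The correlations in those comparisons lie between 0.122 and 0.400.

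The code was tested on simulated data with 200 changed genes. For bud 6 against bud 2 in high P of experiment 1 it recovered 85.1%, 95.5% and 98.5% of genes changed by a log2 of 1.5, 2 and 3, with 6 false calls. For the P comparison of bud 6 in experiment 3 it recovered 74.6%, 89.6% and 97.0% with 8 false calls. For differences of the P effect it recovered 71.6%, 89.6% and 92.4% in experiment 1 and 61.2%, 71.6% and 87.9% in experiment 3.

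Tables S1, S3 and S4 were used in part, so lists drawn from them have counts and no set test. A set test of the phosphate-starvation list and a comparison of the jasmonate list with random lists had been run, and were dropped for this reason. The droplet PCR and phenotype measurements, the enrichment of gene ontology terms, the network method of the paper and the comparisons with other species were not used here.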

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

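The tests of low P bud 3 replicate 3, and those of containers and of leaving dormancy for the heat shock genes, were chosen after the result was seen, while the tests of normalization and leaf tissue and the splits and exchanged labels were set before.

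In experiment 3 the effect of high P differed between bud 6 and bud 2 for 3 genes. Scf00002g01917.1 differed by a log2 of 6.63 ± 0.80 in bud 6 and by 6.63 in bud 7, with a mean of 98.0 in low P bud 2 and 0 in high P bud 2 and in buds 6 and 7. Scf00418g00810.1 differed by −7.56 ± 1.21, and the UDP-glycosyltransferase gene Scf33325g00001.1 by −8.41 ± 1.27. P labels were exchanged within both buds, giving 100 labellings with the real one counted among them. In bud 6 only 1 of the 100, the real one, reached 3 genes, and the highest other count was 1. In bud 7, 2 of 100 reached the count of 1, the real labelling and an exchanged one, with a highest other count of 1. In bud 3 the real count was 0, all 100 reached it and the highest called 5.

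In experiment 1 no gene passed this test, so all 100 labellings reached the count of 0 in buds 3, 6 and 7. The highest counts among them were 633, 1 and 0. The labelling of bud 3 that calls 633 genes points to structure among the samples, whose source was not tested.

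For comparisons of 3 against 3 libraries there are 10 splits, which cannot reach a share under 0.05. For buds 3, 6 and 7 against bud 2 in high P of experiment 1 the real split called 11, 8909 and 7636 genes, and the highest other split 1, 0 and 0. In low P it called 332, 8462 and 8070 against 0, 0 and 0. In high P of experiment 3 it called 6814, 7230 and 7440 against 0, 0 and 0, and in low P 0, 5790 and 6677 against 0, 0 and 0. In each of these 1 split reached the real count, except low P bud 3 of experiment 3, where all 10 did. For high against low P in buds 2, 3, 6 and 7 of experiment 3 the real split called 884, 19, 1764 and 1147 genes and the highest other 1, 0, 1 and 2. For low against high P in experiment 1 the real split called 0 in every bud, all 10 splits reached that, and the highest other called 1, 1, 2 and 1.

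Replicate 3 of low P bud 3 in experiment 3 lies near bud 2. Over 142 genes that mark bud 3, chosen in experiment 1, it stands at 0.387 between bud 2 at 0 and the other bud 3 pools at 1, and single bud 2 libraries reach −0.190 to 0.241. Bud 2 tissue mixed into the pool should leave the same share at every gene, and markers that fall give a share of 0.685 and other genes 0.247, but single bud 2 libraries give differences from −0.441 to 0.556, so the 0.438 decides nothing. A bud 2 library under a bud 3 label should lie among bud 2 libraries at the markers, and 0.387 is above them but too close to decide. A pool of bud 3 still in a bud 2-like state should keep bud 3 markers while other genes stay low, and the difference of 0.289 barely exceeds the 0.278 of a bud 2 library, so it cannot be told from a mislabelled library.

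The 4 high P replicate 1 libraries of experiment 1 stand apart from replicates 2 and 3 at 570 genes, and the 4 low P ones at 485. Normalization could shift many genes at once, but 452 genes still separate the high P set after quantile normalization, and 268 the low P set, which argues against it as the whole cause. Leaf tissue in the pools should raise photosynthesis genes, and their median log2 difference in the high P set is −0.132, which argues against that. In the high P set 3 of 9 jasmonate genes pass as higher, JAZ1 at 3.78, JAZ10 at 2.25 and AOC3 at 1.05, an allene oxide synthase gene is at −0.24, and 15 of 43 histone genes pass as lower. The shift is not particular to jasmonate genes, since 4 of 13 ethylene synthesis and 3 of 9 protein phosphatase 2C genes also pass as higher. A jasmonate response was not tested here against other explanations, so the cause stays open.

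Heat shock genes were lower at high P than at low P in experiment 3, 26 of 45 in bud 6. Normalization could produce a shared shift, but 26 genes are called after scaling to the same upper quartile and 24 after quantile normalization, which argues against it. Different containers or handling for the treatments should move these genes in experiment 1 as well, and 0 of 35 are called there, which cannot decide the matter because that experiment had other transfers. A fall of heat shock genes as buds leave dormancy should appear between bud 6 and bud 2 in low P, where the medians are −0.0681 in experiment 1 and −1.14 in experiment 3, so this cannot be decided either.

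Cytosolic ribosomal protein genes rose at high P in bud 3 of experiment 3, 114 of 172, but 1 without replicate 3 of low P bud 3, 0 on only the 6 libraries compared and 37 after quantile normalization, and the paper does not describe it.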

How the results depend on the processing

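Alternatives were planned before the data were examined, except leaving out the high P replicate 1 libraries of experiment 1 or low P bud 3 replicate 3 of experiment 3, which were chosen after seeing the data. No single named gene reversed direction. The balance of rising and falling genes did in places, as among genes shared by the P effects of all buds, where 61 rose and 183 fell but 819 and 533 with no fold threshold, and in the shares under quantile normalization. Of the summary results 774 stayed the same, 203 moved, 6 became stronger and 5 weaker. Of the counts over gene lists 8422 stayed the same and 522 moved, and of single named genes 19367 stayed the same, 87 became stronger and 794 weaker. The cause was not tested unless stated. Depth, at 39.7 M to 46.4 M normalized counts in experiment 1 and 83.0 M to 95.6 M in experiment 3, was not varied here.

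With a pseudocount of 0.5, 2 genes instead of 1 are called for bud 3 low against high P in experiment 1. With a pseudocount of 5, bud 2 has 1 instead of 3 and bud 6 has 0 instead of 1, component 1 carries 82.7% in experiment 1 and 67.4% in experiment 3, and the highest share of a co-expression group between P treatments in experiment 3 is 31.5% instead of 87.5%. With no filter on low values, bud 2 has 5 and bud 3 has 3 called genes for P in experiment 1, differences of the P effect number 1 in bud 3 of experiment 1 and 8, 2 and 4 in buds 6, 7 and 3 of experiment 3, component 1 carries 71.5% and 56.4%, and component 2 carries 3.86% in experiment 1.

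With a mean of at least 50, which tests fewer genes, high P bud 3 against bud 2 has 158 genes in experiment 1, buds 3, 6 and 7 share 131 in high P, P calls 0 in bud 6, and differences of the P effect number 0 in buds 6 and 7 of experiment 3. Precision weights give 0 for P in bud 6 of experiment 1, 315 genes shared by buds 3, 6 and 7 in high P, and 0 differences of the P effect in buds 6 and 7 of experiment 3.

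Quantile normalization gives 0 for P in bud 6 of experiment 1, 1 difference of the P effect in bud 3 of experiment 1, 8 in bud 6 and 4 in bud 7 of experiment 3, and p = 0.0388 by rotation, not by an exact test, for the dormancy homologs in the P comparison of bud 2 of experiment 3, which was p = 0.0735. It raises the share of called genes that rose in experiment 1 from 41.6% to 53.8% in high P bud 6, 40.4% to 53.6% in high P bud 7, 42.2% to 53.9% in low P bud 6 and 42.4% to 53.8% in low P bud 7. In high P of experiment 3 the shares go from 41.2% to 51.5% in bud 3, 41.0% to 53.6% in bud 6 and 41.1% to 53.8% in bud 7. Cytosolic ribosomal genes that rose then number 79 instead of 160 in high P bud 6 of experiment 3 against bud 2, and 14 instead of 68 in bud 6 and 37 instead of 114 in bud 3 at high against low P.

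The replicate block gives 370 instead of 244 genes for high P bud 3 in experiment 1, 4 instead of 1 for P in bud 6, and 14 instead of 3 differences of the P effect in bud 6 of experiment 3. In list counts it gives 19 instead of 11 heat shock genes lower in low P bud 6 of experiment 3 and 4 instead of 7 histone genes higher in bud 3 at high P. Otherwise it moved by more than 1.5 times only list counts of at most 2 genes, and of single named genes 4 became stronger and 6 weaker, all in comparisons of experiment 3 whose numbers do not pair the pools. Every pool correlates best with its own number in 8 of 20 comparisons, a hint from the data and not from the design.

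Fitted on only the 6 libraries compared, with fewer samples to set the error, experiment 1 has 11 genes for high P bud 3, 332 for low P bud 3, 0 for P in buds 2, 3 and 6, and shares 10 and 297 genes among buds 3, 6 and 7 in high and low P. Experiment 3 then has 0 for low P bud 3, 19 for P in bud 3, 0 genes shared by buds 3, 6 and 7 in low P, 18 shared by the P effects of all buds and 18 by those of buds 3, 6 and 7. The dormancy homologs then give p = 0.00694 for P in bud 2 and p = 0.123 in bud 3 by rotation and not by an exact test.

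With no fold threshold, bud 3, 6 and 7 against bud 2 have 630, 16674 and 15761 genes in high P and 1544, 16140 and 15902 in low P of experiment 1, with 546 and 1358 shared. In experiment 3 they have 14513, 14889 and 15054 in high P and 10203, 12946 and 13914 in low P, with 12547 and 8941 shared, and P calls 2688, 6038, 6440 and 4240 in buds 2, 3, 6 and 7, with 1352 shared by all and 2718 by buds 3, 6 and 7. With the fold threshold inside the test, which asks more of each gene, they have 20, 5766 and 4319 in high P and 32, 5129 and 4626 in low P of experiment 1, with 18 and 32 shared and 0 for P in buds 2, 3 and 6. In experiment 3 they have 1384, 2303 and 2664 in high P and 114, 1439 and 2130 in low P, with 1110 and 111 shared, and P calls 46, 40, 96 and 47, with 21 and 28 shared.

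With the high P replicate 1 libraries left out, experiment 1 has 587 genes for high P bud 3, 0 for P in buds 2 and 3 and 47 in bud 6, 1 difference of the P effect in bud 6 and 2 in bud 3, and 423 genes shared by buds 3, 6 and 7 in high P. With low P bud 3 replicate 3 left out, experiment 3 has 6908 genes for low P bud 3, 367 for P in bud 3, 42, 4 and 1 differences of the P effect in buds 6, 7 and 3, 230 genes shared by the P effects of buds 3, 6 and 7, and p = 0.00260 by rotation, not by an exact test, for the dormancy homologs in bud 2.

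Components from the 500 genes of highest variance carry 89.0% and 2.33% in experiment 1 and 72.9% for component 1 in experiment 3, where high P bud 3 lies at 0.651. Genes scaled to unit variance give 61.8% and 7.88% in experiment 1, 53.9% and 12.3% in experiment 3, and 0.909 for high P bud 3. Using 0.1 of the genes for co-expression leaves 0 groups that differ with P in experiment 1 and a highest share of 5.24%. For the dormancy homologs in experiment 3, camera with an estimated correlation gives p = 0.174 for low P bud 6, p = 0.0848 for high P bud 6, and p = 0.191, p = 0.134 and p = 0.0606 for P in buds 2, 3 and 6, none of them an exact test. Camera with a preset correlation of 0.01 gives p = 1.71e-06 for P in bud 2, also not an exact test.

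Leaving out 1 library at a time, the range in experiment 1 is 86 to 559 genes for high P bud 3, 285 to 742 for low P bud 3, 77 to 434 and 241 to 614 shared by buds 3, 6 and 7 in high and low P, and 0 to 4, 0 to 5, 0 to 22 and 0 to 1 for P in buds 2, 3, 6 and 7. Differences of the P effect range from 0 to 1 in buds 3 and 6. In experiment 3 the range is 1208 to 6908 for low P bud 3, 1098 to 4945 shared by buds 3, 6 and 7 in low P, 229 to 546, 367 to 4387, 1139 to 1813 and 518 to 933 for P in buds 2, 3, 6 and 7, 114 to 305 shared by all buds and 230 to 692 by buds 3, 6 and 7. Differences of the P effect range from 1 to 6 in bud 6, 1 to 3 in bud 7 and 0 to 1 in bud 3.

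Leaving out 1 replicate number at a time, phosphate on component 1 of experiment 1 gives exact permutation p from 0.0170 to 0.832 and on component 2 from 0.0139 to 0.532. Component 1 carries 81.1% to 83.1% in experiment 1 and 65.3% to 67.4% in experiment 3, and component 2 carries 3.57% to 3.91% and 9.34% to 11.2%. The highest share of a co-expression group between P treatments runs from 25.6% to 65.2% in experiment 1 and from 69.7% to 86.9% in experiment 3, and the share of the largest group between positions from 98.5% to 99.2% and from 76.3% to 85.8%.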

Differences from the paper's values

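The settings named here were planned before the data were examined, except where a library is said to be left out after seeing the data, and none is offered as the cause. Each setting was run on its own. The paper's fold changes were shrunken with ashr, those here are not, and shrinkage was not used here as a setting.

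In low P bud 3 against bud 2 of experiment 1, 556 genes are called here and about 320 in Fig. 2D of the paper, read by eye. A mean of at least 50, a fit to only the 6 libraries compared, and leaving out low P bud 2 replicate 2 or 3 or low P bud 3 replicate 1 or 2 come within 1.5 times of it, and the other settings do not. The genes shared by buds 3, 6 and 7 in low P of that experiment number 463 here and 276 in the paper, and the same settings reach it.

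In low P bud 3 against bud 2 of experiment 3, 3784 genes are called here and about 2500 in Fig. 2E of the paper, read by eye. A mean of at least 50, a pseudocount of 0.5, and leaving out any replicate of low P bud 2 or replicate 2 of low P bud 3 reach it, and the other settings do not. The genes shared by buds 3, 6 and 7 in low P of experiment 3 number 3347 here and about 2200 in the paper's figure, read by eye. The same settings reach it, as does leaving out low P bud 6 replicate 2 or 3 or any replicate of low P bud 7.

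High against low P in experiment 3 calls 627 genes in bud 2, 1765 in bud 3, 1715 in bud 6 and 982 in bud 7 here, and 232, 784, 673 and 384 in the paper's Table S3. In bud 2, leaving out high P bud 2 replicate 2 or low P bud 2 replicate 1 reaches the paper's value, in bud 3 leaving out high P bud 3 replicate 1, and in bud 7 leaving out high P bud 7 replicate 1 or low P bud 7 replicate 2. No setting reaches it in bud 6. Of the paper's 232 genes in bud 2, 226 are called here in the same direction, and of its 784 in bud 3, 775 were tested and 749 called in the same direction.

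Genes shared by the P effects of all 4 buds number 244 here and 111 in the paper, and those that fell 183 here and 108 in the paper. Leaving out any replicate of high P bud 2, high P bud 7 replicate 1, low P bud 2 replicate 1 or low P bud 7 replicate 2 reaches both. Leaving out high P bud 7 replicate 2, low P bud 2 replicate 3, low P bud 3 replicate 3 or low P bud 7 replicate 1 reaches the second value and not the first. Genes shared by buds 3, 6 and 7 number 519 here and 210 in the paper, and leaving out high P bud 7 replicate 1, low P bud 3 replicate 3 or low P bud 7 replicate 2 reaches it. The remaining settings reach none of the 3.

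The log2 fold change of *ASN1* at high against low P in bud 2 of experiment 3 is −2.67 here and −1.45 in the paper. Leaving out high P bud 2 replicate 3 or low P bud 2 replicate 1 brings it within the errors, and the other settings do not.

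Some statements of the paper on single genes are met here only in part. The *ARR17* homolog tested here does not pass between bud 6 and bud 2 in experiment 1, and the paper mentions another that was not tested by name. In low P of experiment 3 *CRF4* and *ARR17* pass between buds 6 and 2 here, where a supplementary legend of the paper reports no difference between positions. *CYCD3;2b* exceeds 2-fold in that comparison, and the legend puts *CYCD3;2* below it without naming the homolog. *PIN6* and *CKX5* pass in bud 3 at low P of experiment 1 and not at high P. The paper's text names them for the first experiment without giving a P level. The lists of shared genes it cites are split by P level and were not compared gene by gene here. Bud 7 against bud 2 in high P of experiment 1 calls 7706 genes here, where the paper gives more than 8000.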

Other observations

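Heat shock genes were lower at high P in experiment 3 and were not described above as a group. Of 45 tested, 11, 24, 26 and 19 were lower at high P in buds 2, 3, 6 and 7 and none was higher, and adjusting over the list alone gives 26, 30, 26 and 23. Without replicate 3 of low P bud 3 the count in bud 3 is 6, and in bud 2 it is 19. Leaving out 1 library of a comparison brings the counts to as few as 2, 6, 14 and 4. The study drew up the tables these genes were picked from on the same samples, so this is not independent evidence.

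LEA genes, which protect drying cells, were lower at high P in apical buds of experiment 3. All 6 fell in bud 6 and 4 in bud 7, and Scf75650g00004.1 fell by a log2 of 7.01 ± 0.79 in bud 6. An expansin-like B1 gene fell by 6.63 ± 0.73 there, and *ADH1*, which acts when oxygen is short, had a log2 fold change of 1.91. The genes were described in the study's own tables.

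The next test was chosen after the result was seen. Experiment 1 calls few genes between the P treatments, and a response below the threshold for single genes might still be present. Tested with fry as a set, the genes lower at high P in experiment 3 were higher in low P of experiment 1 with p = 0.0107 in bud 2, and not with p = 0.861 in bud 3, p = 0.0953 in bud 6 and p = 0.841 in bud 7, by rotation in limma and not by an exact test. Without the high P replicate 1 libraries, chosen after seeing the data, the same rotation, not an exact test, gives p = 0.00671, p = 0.197, p = 0.00164 and p = 0.143. The genes higher at high P in experiment 3 pass in no bud, with p = 0.506, p = 0.997, p = 0.362 and p = 0.867 by rotation, not by an exact test, and a lowest p of 0.105 without those libraries. The first set is consistent with a faint response in bud 2, and in bud 6 when those libraries are left out, while the second leans the same way, with 94 of 265 genes positive in bud 2 and 71 of 401 in bud 6, without passing.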
